# A toxicogenomic approach for the risk assessment of the food contaminant acetamide

**DOI:** 10.1016/j.taap.2019.114872

**Published:** 2020-02-01

**Authors:** Rance Nault, Bryan Bals, Farzaneh Teymouri, Michael B. Black, Melvin E. Andersen, Patrick D. McMullen, Seetha Krishnan, Nagesh Kuravadi, Neetha Paul, Santhosh Kumar, Kamala Kannan, K.C. Jayachandra, Lakshmanan Alagappan, Bhavesh Dhirajlal Patel, Kenneth T. Bogen, Bhaskar B. Gollapudi, James E. Klaunig, Tim R. Zacharewski, Venkataraman Bringi

**Keywords:** Toxicogenomics, Acetamide, Risk assessment, Cancer, Liver

## Abstract

Acetamide (CAS 60-35-5) is detected in common foods. Chronic rodent bioassays led to its classification as a group 2B possible human carcinogen due to the induction of liver tumors in rats. We used a toxicogenomics approach in Wistar rats gavaged daily for 7 or 28 days at doses of 300 to 1500 mg/kg/day (mkd) to determine a point of departure (POD) and investigate its mode of action (MoA). Ki67 labeling was increased at doses ≥750 mkd up to 3.3-fold representing the most sensitive apical endpoint. Differential gene expression analysis by RNA-Seq identified 1110 and 1814 differentially expressed genes in male and female rats, respectively, following 28 days of treatment. Down-regulated genes were associated with lipid metabolism while up-regulated genes included cell signaling, immune response, and cell cycle functions. Benchmark dose (BMD) modeling of the Ki67 labeling index determined the BMD_10_ lower confidence limit (BMDL_10_) as 190 mkd. Transcriptional BMD modeling revealed excellent concordance between transcriptional POD and apical endpoints. Collectively, these results indicate that acetamide is most likely acting through a mitogenic MoA, though specific key initiating molecular events could not be elucidated. A POD value of 190 mkd determined for cell proliferation is suggested for risk assessment purposes.

## Highlights

• Toxicogenomics can be used as weight-of-evidence to derive PODs for risk assessment.
• Acetamide's POD for cell proliferation was 190 mg/kg/day.
• Acetamide's rodent cancer induction is not consistent with other rodent carcinogens.
• There is strong concordance between transcriptional and apical PODs.

## 1 Introduction

Acetamide (CAS 60-35-5) is found in a wide range of human foods such as milk, eggs, beef, chicory roots, and roasted coffee beans (Vismeh et al., 2018). It is produced during food processing (Vismeh et al., 2018), as a metabolite of the pharmaceutical acetohydroxamic acid (AHA, sold as Lithostat®) prescribed to children with bladder infections (Bercu et al., 2018), and endogenously, likely through hepatic metabolism (Bogen et al., 2019). The International Agency for Research on Cancer (IARC) has classified acetamide as a Group 2B possible human carcinogen (IARC, 1999). This classification is largely based on the presence of liver tumors in chronically exposed rats as early as 1 year following initiation of exposure, and a modest increase in malignant lymphomas in male mice at high doses (≥1000 mg/kg/day (mkd) and ≥3000 mkd, respectively) (Dessau and Jackson, 1955; Weisburger et al., 1969; Fleischman et al., 1980; Flaks et al., 1983; Dybing et al., 1987). While the increased incidence of lymphomas is believed to be due to increased susceptibility to a mouse-specific virus (Bercu et al., 2010), little is known about the relevance of acetamide liver tumorigenesis to human health or its potential mode of action (MoA) in rats.

The genotoxicity of acetamide has been evaluated using numerous *in vivo* and *in vitro* assays, most of which were negative for genotoxicity. The Food and Agriculture Organization of the United Nations and World Health Organization (FAO/WHO) Joint Expert Committee on Food Additives (JECFA) declined to evaluate acetamide as a food flavoring agent in 2005 due to possible genotoxicity suggested by a positive mouse *in vivo* micronuclei (MN) assay reported by Chieli et al. (1987) (Abbott et al., 2006). However, those *in vivo* MN assay results could not be replicated, including when it was performed following Organization for Economic Co-operation and Development (OECD) guidelines (TG 471) and GLP standards in both mice and rats (Miura et al., 1994; Mirkova, 1996; Morita et al., 1997; De Boeck et al., 2005; Moore et al., 2019). Additionally, acetamide was not considered to be a mutagen based on the rat *in vivo* Pig-a gene mutation assay (Moore et al., 2019). Collectively, these studies indicate acetamide is non-genotoxic and the dose-response for tumors should be non-linear.

The non-genotoxic MoA for acetamide has been investigated with little success. Weisburger et al. (1969) hypothesized that ammonia produced by acetamide metabolism in chronically treated rats was responsible for carcinogenesis. While rats simultaneously fed acetamide and arginine glutamate, shown to prevent ammonia toxicities, did not develop liver tumors, equimolar administration of ammonium citrate also did not produce liver tumors suggesting that ammonia is not related to the MoA. Dybing et al. (1987) investigated the bioactivation of acetamide into AHA, a genotoxic metabolite, and incorporation into macromolecules. Using ^14^C-acetamide, <0.07% of acetamide was converted to AHA in either *in vitro* or *in vivo* models. Furthermore, acetamide did not covalently bind to proteins in primary hepatocytes, though treatment with cycloheximide reduced the level of ^14^C-acetamide and ^14^C-acetate incorporated into a non-extractable fraction suggesting incorporation into intermediary metabolism. Other studies have similarly reported negligible metabolism of acetamide to AHA (Putcha et al., 1984; Bogen et al., 2019). Consequently, the MoA of acetamide remains elusive.

We demonstrated that ammonia fiber expansion (AFEX), an emerging technology that increases the digestibility of crop residues and could improve ruminant livestock health and productivity, produces acetamide as a byproduct that is detectable in milk (Bals et al., 2010; Bals et al., 2019). This contamination of milk and other underappreciated levels in foods highlight the need to obtain further information regarding the relevance of rat carcinogenicity findings to human health (Vismeh et al., 2018). In the studies reported here, a toxicogenomics approach was used as an alternative strategy to chronic animal bioassays, to support assessments of the point of departure (POD) and attempt to uncover the MoA of acetamide (Thomas et al., 2012; Bhat et al., 2013; Farmahin et al., 2017; Farmahin et al., 2019; NTP, 2018). In toxicogenomics, differential gene expression is assumed to precede the emergence of apical effects and is considered a sensitive evaluation endpoint, and a powerful alternative for evaluating chemical safety. Proof-of-concept studies, examining ≥45 unique chemical compounds, demonstrate excellent concordance between PODs derived from chronic bioassays and acute/subchronic toxicogenomic evaluations (Thomas et al., 2007, 2011, 2012; 2013a,b; Bhat et al., 2013; Moffat et al., 2015; Webster et al., 2015; Labib et al., 2016; Farmahin et al., 2017; Farmahin et al., 2019; Kawamoto et al., 2017; Zhou et al., 2017; NTP, 2018). While most toxicogenomic studies have used a retrospective approach to examine the correlation between transcriptomic derived PODs with those derived from chronic animal studies, our study represents a case in which the hazard (tumorogenesis) is known, the MoA is poorly understood, and there is insufficient information to derive a POD. We show that toxicogenomic evaluation of acetamide can be used to identify a reference point for use in risk assessment that is also consistent with PODs for apical effects, *i.e.*, cell proliferation.

## 2 Materials and methods

### 2.1 Animals and treatment

The studies were conducted in an AAALAC accredited laboratory. For all experiments rats were acclimated for 5 days at 22 ± 3 °C with relative humidity of 30–70% and a 12 hours light:dark cycle at Eurofins Advinus Limited (Bengaluru, Karnataka, India). After acclimation, rats were randomly assigned to experimental groups using Provantis software (8.7.3, Instem LSS, Staffordshire ST15OSD, United Kingdom) for housing in sterilized polysulfone cages with stainless steel top grills with 2 rats per cage. Animals were fed Teklad Certified (2014C/2018C) Global 14%/18% Protein Rodent Maintenance Diet (Envigo, WI) and had access to water and food *ad libitum*. All procedures were performed in compliance with the guidelines provided by the Committee for Purpose of Control and Supervision of Experiments on Animals (CPCSEA) India, and were approved by the Institutional Ethics Committee (IAEC) of Eurofins Advinus Limited. Final reports are deposited in the open access Harvard Dataverse repository (dataverse.harvard.edu/dataverse/acetamide).

Experiment A was a dose range finding study in male Wistar Rats (Envigo, Israel; *N* = 6) aged 9–10 weeks orally gavaged daily with 30, 100, 300, or 1000 mg/kg/day (mkd) acetamide or water vehicle control (10 mL/kg) for 7 days. Male rats, the most sensitive sex for cancer (Fleischman et al., 1980) were used in this experiment. On day 8, following an overnight fast, animals were anesthetized under isoflurane and blood collected from the retro orbital plexus into tubes containing K_2_EDTA. Plasma was obtained by centrifugation at 5000 rpm at 2–8 °C for 5 min within 30 min of collection. Upon sacrifice, livers were weighed, and a sample (20–30 mg) of the left lobe was snap frozen in liquid nitrogen and stored at −70 °C for RNA-seq analysis. Other samples were fixed in 10% neutral buffered formalin (NBF) for histological evaluation. Supplementary Table S1, Supplementary Table S2 provide a complete list of tissues/endpoints weighed and/or collected. For urine collection, rats were individually housed in specially fabricated cages for 3–4 h with free access to water.

Experiment B was based on results from Experiment A and included male and female Wistar rats (Charles Rivers Laboratories, USA; N = 6) aged 8–10 weeks gavaged daily with 300, 500, 750, 1000 or 1500 mkd acetamide or water vehicle control (10 mL/kg) for 7 or 28 days. On days 8 and 29, 24 h following administration of the final dose, plasma, urine, and tissue samples were collected as described for experiment A. Animals were euthanized in a randomized sequence to minimize impact of circadian rhythmicity. Experiment B included a satellite treatment group consisting of 3 rats which were intraperitoneally injected with 5-bromo-2′-deoxyuridine (BrdU; 50 mg/kg) 5 consecutive days prior to sacrifice. Due to clear evidence that BrdU administration influenced cell proliferation endpoints (*e.g.*, increased Ki67 labeling ~3-fold in all groups including vehicle; Fig. S1), these are not discussed further but data is provided with the final study reports (dataverse.harvard.edu/dataverse/acetamide).

### 2.2 Hematology, clinical chemistry, & urinalysis

Hematological parameters were determined using an ADVIA 2120i hematology system (Siemens Healthcare Diagnostics Inc., NY, USA). For coagulation evaluation, samples were centrifuged at 2500 ×*g* for 10 min and analyzed using the Start Max/ Start-4 coagulation analyzer (Diagnostica stago, 92,600 Asnieres, France). Clinical chemistry parameters were measured using a Dimension RxL MaX Clinical Chemistry System (Dade Behring Inc. Newark, DE, USA) or Roche/Hitachi 902 (Hitachi High-Technologies Corporation, Tokyo, Japan). Urine volume was manually recorded, and microscopically evaluated for crystals, epithelial cells, erythrocytes, leukocytes, and casts. Urine parameters were measured by refractometry (Refractometer-PAL-10S, Atago Co., Ltd. Japan), Multistix 10 SG strips with Clinitek status analyzer (Bayer Healthcare LLC, UK), or Clinitek Advantus analyzer (Siemens Healthcare Diagnostics Inc., USA).

### 2.3 Immunohistochemistry

Formalin-fixed paraffin embedded liver sections (4–5 μm) were stained with Mayer's Hemotoxylin and Eosin. The mitotic index was determined by calculating the percent of hepatocytes in mitosis in 10 randomly selected 40× fields for a total of 3000 total hepatocytes. Liver sections were also stained for Ki67 using anti-Ki67 [SP6] antibody (Abcam; ab16667) at a 1:200 dilution and detected using biotinylated secondary goat anti-rabbit IgG (Vector Lab; PK-6101) at a 1:1000 dilution. An animal matched intestinal section was used as positive control. The Ki67 labeling index was determined by counting the number of positive and total hepatocytes in 10 randomly selected 40× fields similarly to the mitotic index for a total of 3000 hepatocytes.

### 2.4 Benchmark dose-response modeling of apical markers

PODs for apical markers (*e.g.*, cell proliferation and hepatocyte damage) were assessed by benchmark dose-response modeling in accordance with the European Food Safety Authority guidelines (Hardy et al., 2017) using the PROAST software (v66.16; https://www.rivm.nl/en/proast). We used the benchmark dose approach as it is now widely used by regulators to derive safe doses due to its advantages compared to other strategies such as the estimation of the no-observed-adverse-effect levels (Haber et al., 2018). Complete reports of BMD analyses are available in our Harvard Dataverse repository (dataverse.harvard.edu/dataverse/acetamide). Time-point and sex were used to generate a single covariate named “study” and a benchmark response (BMR) of 10% was selected considering the effect size and within-group variation (Slob, 2017). The BMDL_10_ and BMDU_a10_ for exponential and Hill family models were estimated as the lower and upper limits on the BMD 90% confidence interval, respectively, and the reported BMDL_10_ represents the lowest of the two model families. The PROAST software following EFSA guidance documents was used due to its capability of incorporating covariates.

### 2.5 Total RNA isolation and sequencing

Total RNA from the left liver lobe was isolated using the Maxwell RSC Simply RNA Tissue Kit (Promega, LOC). RNA was quantitated using the Qubit Broad Range Assay Kit (ThermoFisher, US), and quality was determined using the Agilent 4200 TapeStation. Libraries were prepared using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, US) and were quantitated by Qubit (ThermoFisher) and assessed for quality by TapeStation (Agilent, US). Libraries were sequenced for 75 bp single-end reads at a depth of ~30 M/sample using the NextSeq 500 (Illumina).

RNA-seq reads were assessed for quality using FASTQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed using Trimmomatic (Bolger et al., 2014) to remove the leading 7 bp and trailing 3 bp. Any reads <50 bp were rejected. Trimmed reads were aligned to the UCSC Rn6 indexed *Rattus norvegicus* reference genome using BowTie2 (Langmead and Salzberg, 2012). The number of reads mapping to Rn6 gene models was counted using HTSeq (Anders et al., 2015). Gene counts were analyzed for differential expression in R (v.3.4.3) using DESeq2 (v.1.20.0) (Love et al., 2014). A |fold change| ≥ 1.5 and FDR ≤ 0.05 threshold criteria was used to identify differentially expressed genes (DEGs). Raw reads and gene counts are deposited in the Gene Expression Omnibus (GEO; GSE132815).

### 2.6 Transcriptomics functional enrichment and dose-response modeling

MoAviz software looked at statistical over-representation analysis of DEGs among Biological Processes from the Gene Ontology consortium (www.geneontology.org) (McMullen et al., 2014, 2019; Pendse and McMullen, 2014). Enrichr and the ChEA database, derived from publicly available ChIP-seq, ChIP-chip, and gene expression profiling data (Lachmann et al., 2010), were used for transcription factor regulation predictions for the 500 genes with largest fold changes (Lachmann et al., 2010; Kuleshov et al., 2016).

Benchmark dose-response modeling of expression data was performed using BMDExpress2 (Phillips et al., 2019). Briefly, each gene was fit to Hill, power, linear, and polynomial (second- and third-degree) dose response models and the best fit model was identified using a hierarchical approach as outlined in the study report (dataverse.harvard.edu/dataverse/acetamide). Only genes with a raw sequence count >0 in all replicates and doses were considered to avoid bias in model fitting and linear models excluded. A BMR of 1.349 standard deviations, equivalent to a 10% change relative to control expression, and the 95% lower (BMDL_t_) and upper (BMDU_t_) confidence limits, were used for analysis of the transcriptomic data. Poor gene model fits were further filtered by excluding models with a goodness of fit *p*-value ≤ .1, a BMDU/BMDL ratio ≥ 40, a BMD value > than the highest tested dose, and a |fold change| < 1.5. Genes passing filtering criteria were subsequently matched to ontology elements and pathway/functional enrichment was determined when Fisher's exact test *p*-value ≤ .1 and membership ≥10 genes. 13 different pathway-agnostic and pathway-based approaches, outlined in Table S3, were used to aggregate genes for the estimation of POD to evaluate robustness of estimates as previously demonstrated (Farmahin et al., 2017).

Additionally, we used a novel approach of identifying the dose at which a single gene is expected to reach a specific effect size to provide weight of evidence to other POD estimates. Unlike benchmark dose-response modeling, this approach looks for the dose at which a single occurrence is observed rather that where it departs significantly from the control value. The number of DEGs with *K*-fold change were fit with a corresponding Hill dose-response model of the form Count = 1000/[1 + (*d*50/Dose)^*n*] estimating Hill exponent *n* and slope parameter *d*50, by iteratively re-weighted regression using inverse variance weights assuming Poisson-distributed count weights. The dose D1 at which less than a single gene is predicted to be differentially expressed was used as analogous to BMD. The BMDL analog is then the lower 1-tail 95% confidence bound (D1*) on D1. Each D1* value was calculated by simulating each *K*-specific data set assuming Poisson error about the corresponding fit obtained at each dose and *K*-value using the inverse of the original three fitted responses as corresponding sets of weights. The weighted fit to each set of simulated responses is then inverted to solve for dose D1 at which response is predicted to be 1, and a set of 10,000 such D1 estimates is then sorted and its 5th percentile value is taken to estimate D1*. This analysis was performed in *Mathematica*® 11.3 (Wolfram Research, Champaign, IL) as documented in supplemental materials.

### 2.7 Statistical evaluations

Data for animal studies was collected using Provantis (Instem, Staffordshire, UK) and statistically analyzed using built-in functions or the excel SYSTAT statistical package (v.12.0; Systat Software Inc., San Jose, CA, USA). Prior to running tests, data were evaluated for normality using the Shapiro-Wilk test and homogeneity of variances by Levene's method. Non-normally distributed or heteroschedastic data were appropriately transformed. All endpoints except gene expression were tested by one-way ANOVA followed by Dunnett's *post-hoc* test. Differences were considered significant when *p* ≤ .05. Fisher exact test for enrichment of individual gene lists was performed in R (3.4.1; www.r-project.org/). Multiple testing corrections were not used to assess significance – a practice consistent with standard rodent bioassay evaluations.

## 3 Results

### 3.1 Dose-range finding study

Previous acetamide bioassays have examined carcinogenesis at high doses (≥1000 mkd). Our dose range finding study (experiment A) was performed using 30, 100, 300 and 1000 mkd acetamide administered by daily gavage for 7 days. 

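In experiment A, liver RNA of 25 male rats was sequenced, 5 rats in each of the vehicle control, 30, 100, 300 and 1000 mkd groups, on day 8 after 7 days of gavage. The authors aligned the trimmed reads to the rat genome (Rn6) and deposited the number of reads that HTSeq counted on each gene, without normalization. The deposited counts cover 17337 genes, listed by symbol. Between 20943368 and 37001581 reads per rat were counted on genes. The median was 31830845 in the control group, 29581776 at 30 mkd, 29544810 at 100 mkd, 29138418 at 300 mkd and 29885189 at 1000 mkd. Each dose was compared with the vehicle control by the quasi-likelihood F-test of edgeR after TMM normalization, with all dose groups in a single fit. The test covered the 11323 genes kept by edgeR's filter on low counts. A gene was called differentially expressed by the paper's criteria, a |fold change| of at least 1.5 and a Benjamini-Hochberg adjusted p (FDR) of at most 0.05 within a dose. Expression levels are given in CPM scaled by the TMM factors.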

The study found no treatment-related changes in any of the measured endpoints at doses ≤300 mkd (Table S1). At 1000 mkd there was a decrease in absolute (25%) and relative liver weight (20%) (Table 1). Histology identified increased single-cell necrosis, minimal hepatocyte vacuolation, and a 4.2-fold increase in the Ki67 labeling index in the liver at 1000 mkd (Table 2). It is important to note that the term “single cell necrosis” has come under a re-examination in pathology evaluations since the pathology seen is more consistent with apoptosis (Elmore et al., 2016). The observed “single cell necrosis” in the current study showed hepatocytes with cytoplasmic and nuclear condensation and nuclear fragmentation. The plasma membrane was intact and there was no observed inflammation. This is consistent with an apoptotic *versus* a necrotic pathway. Treatment also increased plasma ALT (2.2-fold), AST (2.0-fold), ALP (1.6-fold), and total bilirubin (1.4-fold), and decreased plasma triglycerides 1.5-fold (Table 3 and Table S1). Absence of effects at low doses was consistent with negligible differential gene expression at doses ≤300 mkd, while 2685 genes were differentially expressed at 1000 mkd (Table 4). Consequently, 300 mkd was determined to be the no-observed-effect level (NOEL) and was therefore used as the lowest dose in the second experiment (experiment B). 

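In experiment A, 0 genes passed both criteria at 30, 100 and 300 mkd, where 324, 232 and 218 genes, respectively, had an unadjusted p under 0.05. At 1000 mkd, 2424 genes were differentially expressed, 1580 of them up-regulated and 844 down-regulated. The Wald test of DESeq2, the tool of the paper, gave 2695 genes at this dose and 1 gene, Hebp2, at 300 mkd. At 1000 mkd without treated replicate 2, 1655 genes were differentially expressed, and without replicate 2 of every group 1393 at any dose.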

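The expression of a list of S and G2/M phase genes, 84 of which were tested in experiment A, was averaged per rat as log2 CPM. This cell cycle score was 1.58 ± 0.39 (SD, n = 5) in the vehicle control, 1.40 ± 0.27 at 30 mkd, 1.37 ± 0.29 at 100 mkd and 1.99 ± 0.61 at 300 mkd. At 1000 mkd it was 2.87 ± 0.29, and the lowest rat, at 2.61, was above the highest control rat, at 2.16. At 300 mkd the rats lay between 1.27 and 2.83, so that the spread between rats was larger than the difference from the control. From the absence of effects at the low doses, with negligible differential gene expression, the paper concludes that 300 mkd was the no-observed-effect level and takes it as the lowest dose of experiment B.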

The remainder of the manuscript focuses on this second experiment.

### 3.2 Gross pathology & histopathology

Daily gavage of acetamide for 28 days did not affect terminal fasting body weight or body weight gain in either sexes or any dose group up to the highest tested dose of 1500 mkd (Table 1). No clinical signs, mortalities, or changes in food and water consumption were observed in any of the groups. An 11% decrease in relative liver weight was seen in male rats at 1500 mkd acetamide on day 8. There was also a 30% decrease in female adrenal gland weights at 1500 mkd on day 8 but not day 29, as well as a 50% decrease in male thymus weight at 1500 mkd on day 29 which was not significant when normalized to body weight (Table S2). These responses were inconsistent and do not appear to be related to treatment.

H&E stained sections revealed single-cell necrosis categorized as “minimal”, and vacuolization in both male and female livers with neither feature exhibiting zonal distribution (Fig. 1). Again as noted above the histopathologic term “single cell necrosis” in the present study could be better classified as apoptosis. The Ki67 labeling index increased 2.1-fold in 1500 mkd treated males on day 8, and 3.3-fold at 1500 mkd for male rats on day 29 (Table 2). 

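The transcript of the Ki67 antigen, Mki67, was measured in the same livers by RNA-Seq. In males at 1500 mkd on day 29, a single rat (Rv2655, replicate 3) had 243 CPM of Mki67, while the other 4 rats had between 3.07 and 14.1 CPM. The vehicle control males had 5.12 ± 2.53 CPM (SD, n = 5). The cell cycle score, the mean log2 CPM of the cell cycle genes, was 4.80 in this rat, and the other 4 rats of its group lay between 1.30 and 2.28. In this rat, 82 of 83 cell cycle genes were higher than in the other rats of the group, by a median of 2.73 on the log2 scale. Over all 5 rats, the log2 fold change of Mki67 was 3.47 (standard error 0.73, adjusted p = 0.00938, edgeR), with 4 rats above every control rat. Without Rv2655 it was 0.90 (adjusted p = 0.104). The adjusted p of Mki67 ranged from 0.000112 to 0.104 over the alternatives tried.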

In one 1500 mkd treated male rat (Rv2655), Ki67 was induced ~5-fold higher than all other rats (37.5% *vs.* 7.5%). Grubb's test identified it as an outlier and there were no increases in other liver injury related endpoints (ALT, AST, Mitotic Index, liver weight) for this animal. In females, the Ki67 labeling index increased at doses ≥750 mkd up to 3.0-fold and 2.6-fold at days 8 and 29 days, respectively (Table 2). While a dose-dependent increase was observed at day 29, Ki67 labeling at day 8 was not dose-dependent with a 3.0-, 3.0-, and 2.3-fold increase at 750, 1000, and 1500 mkd, respectively.

**Table 1:** Changes in body and tissue weights in Wistar rats following daily oral gavage with acetamide.

Dose (mg/kg/day)	Terminal fasting body weight (g)	Liver weight (g)	Relative liver weight (% Body Weight)
Experiment A			
Males, day 8			
0	314.9 ± 8.2	9.77 ± 0.37	3.10 ± 0.09
30	316.3 ± 10.0	10.17 ± 0.26	3.22 ± 0.06
100	313.7 ± 9.5	9.48 ± 0.35	3.02 ± 0.07
300	313.0 ± 9.3	9.71 ± 0.49	3.10 ± 0.10
1000	293.7 ± 6.5	▼7.29 ± 0.24^a^	▼2.48 ± 0.08^a^

Experiment B			
Males, day 8			
0	294.3 ± 13.5	9.00 ± 0.50	3.06 ± 0.09
300	298.7 ± 8.1	9.23 ± 0.33	3.10 ± 0.12
500	301.9 ± 8.9	8.70 ± 0.41	2.88 ± 0.08
750	301.3 ± 6.7	9.00 ± 0.33	2.99 ± 0.07
1000	305.4 ± 10.1	8.98 ± 0.37	2.94 ± 0.07
1500	295.7 ± 6.3	8.04 ± 0.31	▼2.72 ± 0.06^a^
Males, day 29			
0	389.8 ± 9.1	11.23 ± 0.57	2.88 ± 0.10
300	384.7 ± 14.0	11.44 ± 0.45	2.98 ± 0.09
500	375.6 ± 12.4	10.76 ± 0.52	2.86 ± 0.09
750	379.2 ± 14.9	10.67 ± 0.51	2.81 ± 0.07
1000	383.8 ± 14.1	9.86 ± 0.43	2.57 ± 0.09
1500	362.3 ± 10.5	9.89 ± 0.34	2.73 ± 0.09
Females, day 8			
0	207.6 ± 4.0	6.05 ± 0.27	2.91 ± 0.11
300	210.5 ± 5.7	6.18 ± 0.28	2.93 ± 0.09
500	207.3 ± 4.3	5.69 ± 0.27	2.74 ± 0.09
750	204.3 ± 4.1	5.69 ± 0.18	2.78 ± 0.04
1000	201.0 ± 4.4	5.59 ± 0.30	2.78 ± 0.12
1500	202.5 ± 5.1	5.92 ± 0.28	2.92 ± 0.08
Females, day 29			
0	245.2 ± 9.7	6.46 ± 0.34	2.63 ± 0.07
300	236.2 ± 5.4	6.35 ± 0.14	2.69 ± 0.07
500	235.8 ± 9.7	6.27 ± 0.26	2.66 ± 0.05
750	234.5 ± 6.4	5.90 ± 0.20	2.52 ± 0.07
1000	231.8 ± 7.1	5.67 ± 0.17	2.45 ± 0.06
1500	224.8 ± 5.1	5.91 ± 0.10	2.63 ± 0.05

a Significant difference (*P* ≤ .05) compared to vehicle control animals determined by one-way ANOVA and Dunnett's *post-hoc* test using Provantis.

**Table 2:** Histological evaluation of livers from Wistar rats following daily oral gavage with acetamide.

	Histopathology (incidence in 6 rats)					Cell proliferation	
Dose (mg/kg/day)	Vacuolation			Mononuclear cell infiltration	Single-cell necrosis		Ki67 labeling index (%)^a^
	Minimal	Mild	Moderate	Minimal	Minimal	Mild	
Experiment A							
Males. Day 8							
0	0	0	0	0	0	0	5.89 ± 1.01
30	0	0	0	0	0	0	▼2.93 ± 0.65^b^
100	0	0	0	0	0	0	▼2.56 ± 0.46^b^
300	0	0	0	0	0	0	4.31 ± 0.70
1000	5	0	0	0	3	2	▲24.62 ± 3.58^b^

Experiment B							
Males, day 8							
0	0	0	0	0	0	0	2.81 ± 1.75
300	1	2	1	0	0	0	2.42 ± 1.42
500	2	1	0	1	0	0	3.16 ± 1.42
750	1	0	0	0	0	0	4.15 ± 1.84
1000	1	0	0	2	1	0	4.26 ± 1.69
1500	1	1	0	0	4	0	▲5.93 ± 1.45^b^
Males, day 29							
0	0	0	1	0	0	0	3.14 ± 0.76
300	0	0	1	0	0	0	2.38 ± 0.75
500	3	2	0	1	0	0	3.72 ± 0.87
750	1	2	0	0	0	0	3.87 ± 0.86
1000	1	0	0	0	2	0	4.19 ± 0.71
1500	2	0	2	1	2	0	▲10.31 ± 13.35^b^
Females, day 8							
0	0	0	0	1	0	0	1.18 ± 0.44
300	0	0	0	0	0	0	1.58 ± 1.19
500	0	0	0	0	0	0	1.87 ± 0.91
750	0	0	0	0	0	0	▲3.53 ± 1.74^b^
1000	2	0	0	0	2	0	▲3.51 ± 1.75^b^
1500	3	0	0	0	4	0	▲2.73 ± 0.64^b^
Females, day 29							
0	0	0	0	1	0	0	2.23 ± 0.81
300	0	0	0	0	0	0	2.66 ± 1.11
500	0	0	0	0	0	0	2.75 ± 0.64
750	0	0	0	0	0	0	▲4.09 ± 0.28^b^
1000	1	0	0	0	1	0	▲4.58 ± 1.14^b^
1500	4	0	0	0	4	0	▲5.69 ± 0.95^b^

a A total of 3000 hepatocytes were counted.

b Significant difference (*P* ≤ .05) compared to wild-type control determined by one-way ANOVA and Dunnett's *post-hoc* test.

**Table 3:** Changes in plasma clinical chemistry in Wistar rats following daily oral gavage with acetamide.

Dose (mg/kg/day)	AST (U/L)	ALT (U/L)	Total bilirubin (μM)	Total cholesterol (mM)	Triglycerides (mM)
Experiment A					
Males, day 8					
0	76.67 ± 3.88	57.00 ± 4.46	3.22 ± 0.22	2.15 ± 0.11	1.29 ± 0.10
30	66.17 ± 3.92	56.67 ± 3.84	2.89 ± 0.19	2.28 ± 0.15	1.51 ± 0.16
100	69.67 ± 1.84	52.83 ± 4.19	3.25 ± 0.18	1.93 ± 0.11	1.13 ± 0.19
300	▲78.67 ± 7.02^a^	▲58.83 ± 4.45^a^	▼2.17 ± 0.35^a^	2.25 ± 0.13	0.81 ± 0.14
1000	▲167.83 ± 25.70^a^	▲114.67 ± 12.94^a^	4.61 ± 0.82	2.44 ± 0.09	▼0.68 ± 0.12^a^

Experiment B					
Males, day 8					
0	79.17 ± 2.30	42.83 ± 2.23	2.94 ± 0.18	2.22 ± 0.11	0.68 ± 0.10
300	73.83 ± 4.81	43.00 ± 5.47	2.92 ± 0.24	2.11 ± 0.25	0.79 ± 0.18
500	77.00 ± 1.44	47.50 ± 2.7	3.18 ± 0.14	2.68 ± 0.14	0.79 ± 0.10
750	78.00 ± 2.21	52.67 ± 3.3	2.92 ± 0.25	2.48 ± 0.09	0.65 ± 0.09
1000	80.67 ± 4.45	55.00 ± 6.77	2.73 ± 0.39	2.75 ± 0.12	0.82 ± 0.12
1500	▲99.67 ± 4.70^a^	55.67 ± 5.71	2.99 ± 0.23	2.72 ± 0.15	0.97 ± 0.13
Males, day 29					
0	74.67 ± 4.36	44.00 ± 2.41	2.24 ± 0.27	1.95 ± 0.12	0.45 ± 0.07
300	74.50 ± 5.25	43.33 ± 1.58	2.25 ± 0.28	2.24 ± 0.17	0.41 ± 0.03
500	77.33 ± 5.45	47.50 ± 2.26	2.88 ± 0.38	2.10 ± 0.21	0.43 ± 0.06
750	63.33 ± 3.78	41.33 ± 2.29	2.89 ± 0.30	2.31 ± 0.13	0.55 ± 0.10
1000	93.00 ± 8.72	55.17 ± 6.33	3.03 ± 0.34	2.27 ± 0.08	0.51 ± 0.12
1500	96.67 ± 14.79	▲63.33 ± 8.77^a^	3.62 ± 0.85	2.70 ± 0.29	0.46 ± 0.07
Females, day 8					
0	83.17 ± 3.50	40.67 ± 1.38	2.80 ± 0.14	2.79 ± 0.13	0.98 ± 0.27
300	90.83 ± 1.83	40.67 ± 2.63	3.25 ± 0.49	2.66 ± 0.08	1.44 ± 0.24
500	94.33 ± 9.05	41.67 ± 2.56	3.49 ± 0.29	2.58 ± 0.11	0.94 ± 0.13
750	88.00 ± 3.70	43.83 ± 2.33	3.16 ± 0.31	2.95 ± 0.14	1.13 ± 0.17
1000	101.00 ± 6.85	▲51.17 ± 2.56^a^	2.90 ± 0.37	2.67 ± 0.06	0.67 ± 0.14
1500	95.67 ± 2.82	▲55.33 ± 4.32^a^	2.91 ± 0.22	2.99 ± 0.17	0.79 ± 0.16
Females, day 29					
0	80.50 ± 5.18	41.67 ± 3.68	2.55 ± 0.18	2.50 ± 0.13	0.41 ± 0.04
300	79.17 ± 4.71	36.83 ± 2.02	3.04 ± 0.33	2.33 ± 0.07	0.56 ± 0.06
500	87.00 ± 9.37	38.00 ± 2.52	3.27 ± 0.47	2.54 ± 0.09	0.50 ± 0.04
750	101.17 ± 16.68	44.00 ± 2.46	3.59 ± 0.48	2.52 ± 0.11	0.62 ± 0.08
1000	93.67 ± 6.23	47.83 ± 3.77	▲3.61 ± 0.22^a^	2.40 ± 0.11	0.59 ± 0.10
1500	136.83 ± 30.32	86.67 ± 31.79	▲4.88 ± 1.00^a^	2.98 ± 0.34	0.53 ± 0.09

a Significant difference (*P* ≤ .05) compared to wild-type control determined by one-way ANOVA and Dunnett's *post-hoc* test using Provantis.

**Table 4:** Differential gene expression (|fold change ≥1.5 & FDR ≤ 0.05) in Wistar rats following daily oral gavage with acetamide.

Regulation direction	Dose (mkd)							
	30	100	300	500	750	1000	1500	All doses
Experiment A								
Males, day 8								
Up	0	0	1	–	–	1717	–	2685
Down	0	0	0	–	–	968	–	

Experiment B								
Males, day 8								
Up	–	–	0	0	0	0	129	176
Down	–	–	0	1	0	0	47	
Males, day 29								
Up	–	–	1	1	62	222	394	1110
Down	–	–	1	21	237	418	341	
Females, day 8								
Up	–	–	0	6	146	1679	261	485
Down	–	–	1	1	79	80	80	
Females, day 29								
Up	–	–	0	52	109	352	1202	1814
Down	–	–	0	6	48	109	478

**Fig. 1:**
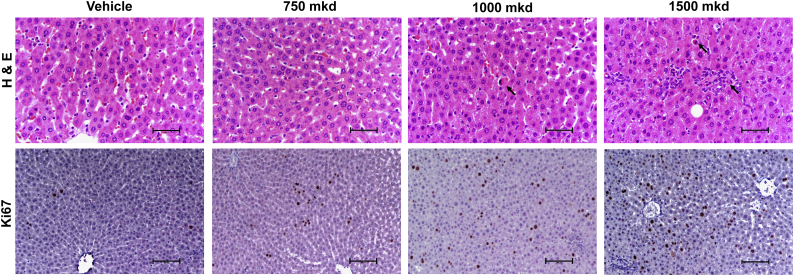
Representative photomicrographs of histological changes (H&E) and Ki67 labeling in livers of acetamide treated rats. Livers of female rats gavaged daily for 28 days are shown. Arrows indicate cells characterized as undergoing single-cell necrosis or apoptosis. Scale bar = 50 μm for H&E stained sections and 100 μm for Ki67 labeled sections.

### 3.3 Hematology, urinalysis, & clinical chemistry

Supplementary Table S1, Supplementary Table S2 summarize the hematology, clinical chemistry, and urinalysis endpoints. Only plasma aspartate aminotransferase (AST), alanine aminotransferase (ALT), and total bilirubin (T.Bil) showed treatment related effects in experiment B (Table 3). ALT was increased up to 1.4-fold at the highest dose in females at day 8 and males at day 29. The highest dose in other treatment groups similarly caused a non-significant 1.3- and 2.1-fold increase in plasma ALT in males at day 8 and females at day 29, respectively. It should be noted that these fold-changes in serum ALT are small compared to many hepatotoxicants (Slob, 2017). Conversely, AST only increased 1.3-fold in males at 8 days at 1500 mkd, though 1.2- to 1.7-fold increases were observed in the other treatment groups. Increased total bilirubin was only observed at ≥1000 mkd in females at 29 days. Small changes in red cell distribution width (RDW), hypochromic cells (Hypo), red blood cell ghosts (RBC Ghosts), eosinophils, activated partial thromboplastin time (APTT), glucose, alkaline phosphatase (ALP), Albumin (Alb), hemoglobin (HBG), and hematocrit (HCT) were also observed, but not considered to be treatment related as they were either not dose-dependent, within historical control levels, or inconsistent between experimental groups.

### 3.4 Apical BMD (BMD_10_) modeling

Ki67 labeling in female rats, the most sensitive apical marker with a lowest-observed-effect level (LOEL) of 750 mkd (Table 2), was used for benchmark dose-response modeling in accordance with EFSA guidelines (Hardy et al., 2017). The small increases in ALT were also modeled to support the Ki67 BMD estimates. While large increases in ALT is a marker of hepatocyte damage, small increases are often observed with compounds which promote cell proliferation (Hall et al., 2012). Time and sex were combined as a variable termed “study” and used as covariates. Due to low Ki67 labeling in females on day 8, lack of dose response at doses ≥750 mkd, and unequal variance (Bartlett's test *p* = .04), this dataset was excluded from BMD modeling. The outlier rat (Rv2655) was also excluded. Dose-response modeling of the Ki67 labeling index calculated a BMDL_10_ of 190 mkd and BMDU_10_ of 497 mkd with a confidence interval (BMDU/BMDL) of 2.6 using the minimum and maximum values for both exponential and Hill family models (Fig. 2A). The ALT BMDL_10_ and BMDU_a_ were 393 and 933 mkd, respectively, with a confidence interval of 2.4 (Fig. 2B).

**Fig. 2:**
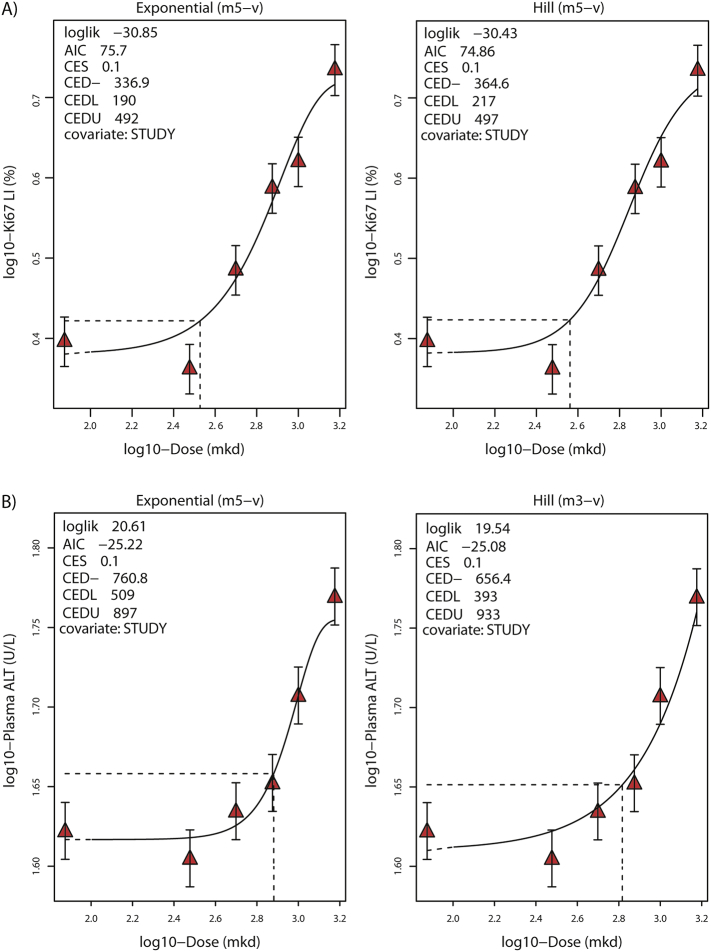
Benchmark dose-response modeling of apical endpoints (A) Ki67 labeling index (Ki67-LI) and (B) plasma ALT. Best fitted model for exponential (left panel) and Hill (right panel) model families were determined based on the lowest Akaike Information Criterion (AIC) using PROAST v66.16 in R. Red triangles represent mean values and whiskers show confidence interval. Dose is plotted on a log10-scale while the level of the control sample is placed at an arbitrary level lower than the lowest dose on the log-transformed x-axis, denoted by blue circles. The critical effect dose (CED, equivalent to BMD) and its lower and upper confidence limits (CEDL and CEDU, respectively, equivalent to BMDL and BMDU) were determined at a critical effect size (equivalent to BMR) or 10%.

### 3.5 Gene expression changes

RNA-Seq analysis identified 2685 differentially expressed genes in the male rat dose range finding study (*experiment A*), all of which are differentially expressed at the highest dose (1000 mkd). 

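Among the genes with every treated rat above every control rat and a mean of at least 1 CPM, the most up-regulated at 1000 mkd were Rsad2, Ifit3 and Gbp4, which belong to the interferon response. Rsad2 rose from 3.62 ± 1.40 CPM (SD, n = 5) in the control to 409 ± 467 CPM, a log2 fold change of 6.82 (standard error 0.94, adjusted p = 9.33e-05, edgeR). Ifit3 rose from 3.23 ± 1.74 to 189 ± 229 CPM, and Gbp4 from 1.33 ± 0.42 to 52.6 ± 82.7 CPM. Within the 1000 mkd group the spread was wide. Rsad2 lay between 25.8 and 960 CPM, and 1 rat (replicate 2) carried 198 CPM of Gbp4 while the next highest had 39.5 CPM. The most down-regulated genes by the same rule were Lepr, Alox15 and LOC100134871. Lepr, the leptin receptor, fell from 5.28 ± 4.99 to 0.767 ± 0.467 CPM, a log2 fold change of -2.80 (standard error 0.64, adjusted p = 0.00249), with all 5 treated rats below every control rat. A single control rat carried 13.9 CPM of Lepr. Over the alternatives tried, the log2 fold change ranged from -3.10 to -2.04, with an adjusted p of at most 0.013.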

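Hebp2 averaged 0.838 ± 0.389 CPM (SD, n = 5) in the vehicle control of experiment A. It averaged 9.20 ± 5.79 CPM at 300 mkd, a log2 fold change of 3.45 (standard error 0.62, adjusted p = 0.101, edgeR), and 4.84 ± 4.01 CPM at 1000 mkd, a log2 fold change of 2.54 (standard error 0.60, adjusted p = 0.00337). At each of these doses, 4 of 5 rats had more Hebp2 than every control rat. At 300 mkd, the adjusted p ranged from 7.35e-06 with DESeq2 to 1 without replicate 4 or 5 of every group, and was 0.921 with only the control and the tested dose in the fit. Without treated replicate 2 the gene passed both criteria (adjusted p = 0.00317), as it did without replicate 2 of every group (0.00814).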

Only *Hebp2* was also differentially expressed at a lower dose, showing up-regulation at 300 and 1000 mkd (Table S4). 

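In experiment B, liver RNA of 60 male and 60 female rats was sequenced, 5 rats of each sex at 0, 300, 500, 750, 1000 and 1500 mkd, on day 8 after 7 days and on day 29 after 28 days of gavage. The authors deposited unnormalized HTSeq counts per gene for each sex and time-point, together with the reads that HTSeq did not assign to a gene, which were not used. Reads on genes ranged from 16405929 to 36751373 per rat in males day 8 (group medians from 23222122 to 30042635). For males day 29 they ranged from 21336163 to 39986531 (group medians from 24937813 to 29879537). For females day 8 they ranged from 15449716 to 32618998 (group medians from 20666649 to 29972073), and in females day 29 from 22211299 to 34299717 (group medians from 25254968 to 31217726). The lowest group median was that of the females day 8 at 1500 mkd, against 28681314 in their control. Each dose was compared with the control of its own sex and time-point by the same edgeR test as in experiment A. The tests covered 11304, 11279, 11497 and 11451 genes in males day 8, males day 29, females day 8 and females day 29, respectively. The label of the day 29 control males names the other experiment, and they were taken as part of experiment B, where the paper's design places them.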

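In males day 8, 0 genes were differentially expressed up to 1000 mkd (531 genes had an unadjusted p under 0.05 at 1000 mkd) and 20 at 1500 mkd, 16 of them up-regulated. The counts in males day 29 were 0 at 300 and at 500 mkd (638 and 1542 genes at an unadjusted p under 0.05), 88 at 750 mkd, 311 at 1000 mkd and 554 at 1500 mkd, or 725 genes at any dose. Those in females day 8 were 1, 2, 2, 158 and 81 from the lowest to the highest dose, or 203 at any dose. Abcb1b was the gene up-regulated at each of these doses, and it was singled out after its values were seen. For females day 29 the counts were 0 at 300 mkd (400 genes at an unadjusted p under 0.05), 4, 21, 182 and 1498, or 1536 at any dose. The Wald test of DESeq2 gave 175, 1116, 487 and 1817 genes at any dose in males day 8, males day 29, females day 8 and females day 29, respectively. Single rats moved these counts further. At 1500 mkd on day 8, the count in males fell to 2 without treated replicate 3 and reached 86 without control replicate 5. That in females fell to 1 without control replicate 1 and reached 426 without treated replicate 1. On day 29 at 1500 mkd, it ranged from 226 to 687 in males and from 802 to 1982 in females over the 10 fits that each left out 1 rat. At 1000 mkd in males day 29, 1 gene was left without treated replicate 2.

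**Figure D1:**
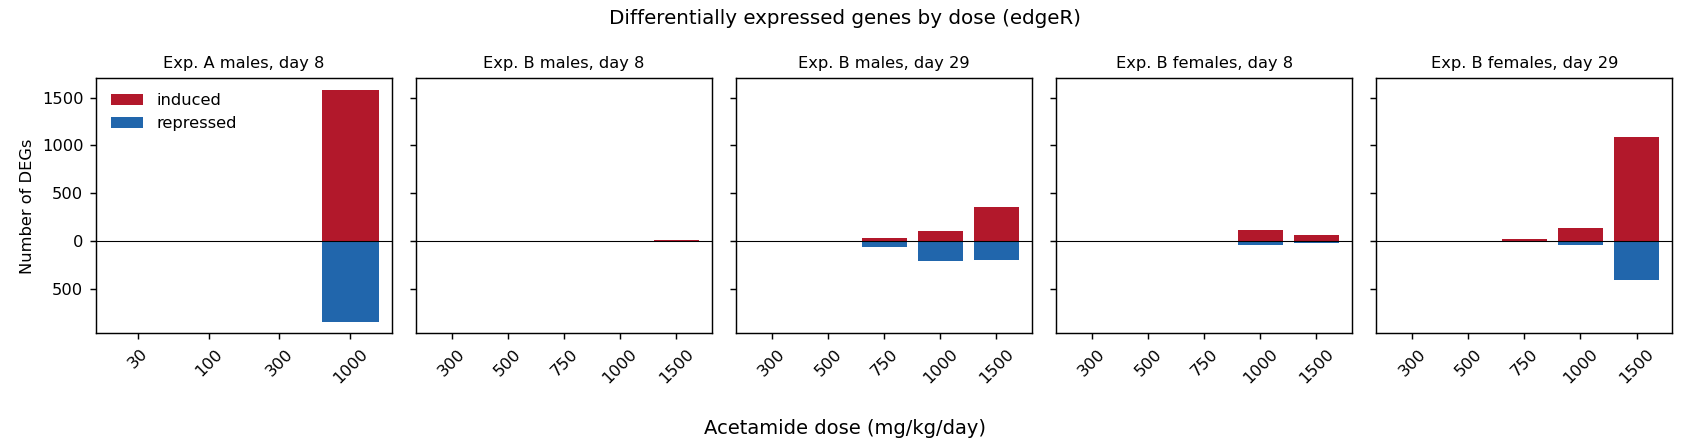
Differentially expressed genes (|fold change| of at least 1.5 and FDR of at most 0.05) at each dose (mkd) of the 5 data sets, up- and down-regulated. In edgeR with all rats, counts of both directions together are highest at the top dose of each data set except in females day 8. There, 158 genes were called at 1000 mkd and 81 at 1500 mkd. With DESeq2, the count of females day 8 was higher at 1500 than at 1000 mkd.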

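At 1500 mkd, the most changed genes with all treated rats on one side of all control rats differed between the data sets. In males day 8 they were Acot1, Abcb1b (log2 fold change 2.88, standard error 0.62, adjusted p = 0.0442, edgeR) and Mybl2 upward, and Atp13a5 (log2 fold change -1.15, adjusted p = 0.0353), Fam210b and Eda downward. Those of males day 29 were Cdc7, Kif20a and Acsm2a upward, with log2 fold changes from 2.51 to 3.04, and Pcdh7 (log2 fold change -1.95, adjusted p = 0.00911), Dab1 and A1i3 downward. Without treated replicate 3 of males day 29, the log2 fold changes of Cdc7, Kif20a and Acsm2a were 1.27, 0.90 and 1.60 (adjusted p = 0.0463, 0.0233 and 0.0480). In females day 8, Adgrg2, a G protein-coupled receptor, was at least 10.1-fold higher at 1500 mkd (adjusted p = 0.0354), with every control rat at or under 3 counts. Abcb1b, a membrane transporter, rose from 3.63 ± 1.47 CPM (SD, n = 5) to 47.5 ± 18.8 CPM in the same females (log2 fold change 3.71, adjusted p = 0.000843), and Phgdh was the third. Gas6, Nos1ap and Itih4 fell, by at most 1.17 on the log2 scale. In females day 29, Adgrg2 was at least 15.9-fold higher (adjusted p = 0.000183), followed by Gbp4 (log2 fold change 4.07, adjusted p = 0.000156) and Sgol2, and Ky (log2 fold change -3.73, adjusted p = 0.00268) and Rgs16 were among those that fell. The adjusted p of Abcb1b ranged from 0.00238 to 0.13 in males day 8 and from 1.61e-12 to 0.0088 in females day 8 over the alternatives tried. Of the other genes named in females day 8, Adgrg2 lost its call in 9 of 14 alternatives (adjusted p up to 0.117), Phgdh in 10 of 15 (0.156), and Gas6, Nos1ap and Itih4 in 10 of 16 each (0.143). Among those of males day 8, Eda lost it in 10 of 16 (0.130), Mybl2 in 8 of 15 (0.115), Atp13a5 in 7 of 16 (0.0917), Abcb1b and Fam210b in 6 of 16 each, and Acot1 in 0 of 16. On day 29, Kif20a lost it in 1 of 15, Acsm2a in 1 of 16 and Rgs16 in 3 of 16 alternatives, and the other genes named here in 0.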

In *experiment B,* 176 and 485 differentially expressed genes (DEGs; |fold change| ≥ 1.5 & FDR ≤ 0.05) were identified in acetamide-treated male and female rats on day 8, respectively, while 1110 and 1814 DEGs were identified in male and female rats on day 29, respectively (Table 4; Supplementary Table S5, Supplementary Table S6, Supplementary Table S7, Supplementary Table S8). *Acot1* was among the most upregulated genes in both sexes and time-points (ranked 1 (4.94-fold), 15 (3.40-fold), 2 (5.06-fold), and 6 (4.55-fold) in males day 8, females day 8, males day 29, and females day 29, respectively) while *Ifit1* was the most induced in both sexes at 28 days (7.0- and 7.6-fold in males and females, respectively). Collectively, the magnitude of fold changes elicited by acetamide exposure was modest, where only 20% of differential expression at the highest dose of acetamide (1500 mkd) at day 29 was above 3-fold for both sexes and 50% between 1.5- and 2-fold (Fig. S1).

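Acot1 encodes an acyl-CoA thioesterase, and Ifit1 is an interferon-induced gene. In males day 8 at 1500 mkd, Acot1 rose from 1.14 ± 0.52 CPM (SD, n = 5) to 34.9 ± 24.6 CPM, a log2 fold change of 4.93 (adjusted p = 0.00153, edgeR), the highest of the 16 up-regulated genes. In males day 29 its log2 fold change was 5.10 (adjusted p = 0.0114), second to Ifit1 among 356 genes, but 1 rat (Rv2655) had 216 CPM and the other 4 at most 11.9 CPM. Without that rat it was 1.71 (adjusted p = 0.138). In females day 8 the log2 fold change was 3.41 (adjusted p = 0.0354), rank 7 of 60, below Ccl12 at 5.06. That call was lost in 9 of 16 alternatives, and the adjusted p was 0.117 without treated replicate 3. With DESeq2 the rank was 14 of 261. The log2 fold change was 4.58 in females day 29 (adjusted p = 0.00692), rank 3 of 1093. Over the alternatives it ranged from 3.43 to 6.10, with an adjusted p of at most 0.0432. The log2 fold change of Ifit1 at 1500 mkd was 6.95 in males day 29 (adjusted p = 0.0215, 4 of 5 rats above every control) and 7.60 in females day 29 (adjusted p = 0.0258, 2 of 5 rats above every control), the highest in both. These are 123-fold and 193-fold changes. They rest on controls near the floor of 3 counts, with at most 6 counts in any control male and 5 in any control female, so their size is uncertain. Without treated replicate 3 the value in females day 29 was 5.68 (adjusted p = 0.0984), and without treated replicate 2 that in males day 29 was 5.78 (adjusted p = 0.0517). The call was lost in 5 of 14 alternatives in these females and in 3 of 14 in these males. The rats differed widely. Ifit1 lay between 0.146 and 41.2 CPM in the treated males and between 0.0674 and 85.8 CPM in the treated females. On day 8, Ifit1 had a log2 fold change of -5.16 in males (adjusted p = 0.238), where a single control rat carried 23.2 CPM. With DESeq2 the adjusted p was 0.0442, and without that control rat it was 0.951 in edgeR. Over the alternatives, the log2 fold change in these males ranged from -5.48 to -0.48. The log2 fold change of Ifit1 in females day 8 was 2.87 (adjusted p = 0.559), where a single treated rat carried 472 CPM.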

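In males at 1500 mkd on day 29, 158 of 554 differentially expressed genes changed more than 3-fold, a share of 28.5% (Wilson 95% interval 24.9 to 32.4%), and 47.5% (43.4 to 51.6%) changed between 1.5- and 2-fold. In females, 275 of 1498 genes changed more than 3-fold, or 18.4% (16.5 to 20.4%), and 51.7% (49.2 to 54.3%) between 1.5- and 2-fold. The intervals cover the number of genes only, and genes are not independent. Leaving out a replicate of every dose group moved the share in males most. Above 3-fold it was 6.19% without replicate 3 (Rv2655 and the same-numbered rat of each other dose group and of the control) and 66.4% without replicate 1.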

Comparative assessment of DEGs from *experiment B* found a total of 61 DEGs common to all time-points and sexes. However, reducing the |fold change| and FDR criteria for the union of these 2726 genes (1.4 and 0.1, respectively) increased the overlap to 107, suggesting many genes approach the threshold criteria (Fig. 3A). 

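Among the genes differentially expressed at any dose in experiment B, 6 were shared by both sexes and both time-points. They were Acot1, Ercc6l, Kifc1, Stmn1, Tacc3 and Tpx2. Drawing as many genes at random from the 11124 genes tested in all 4 data sets would give 0.00328 shared genes. The set of males day 8 is the smallest and limits this overlap. With DESeq2, 59 genes were shared. With the same replicate left out of every group, between 0 and 2 genes were shared.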

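Within the union of 2050 genes differentially expressed in any data set of experiment B, the relaxed criteria (|fold change| of at least 1.4 and FDR of at most 0.1) were met by 115 genes in males day 8, 924 in males day 29, 352 in females day 8 and 1602 in females day 29. Of these, 57 met them in all 4 data sets. With DESeq2 the shared number was 105. Without replicate 4 of every group it was 0, and without replicate 5 it was 46.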

Of the 61 genes common to all sexes and time-points, 58 were also differentially expressed in *experiment A* (Fig. 3B). 

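All 6 genes shared in experiment B were also differentially expressed in experiment A at 1000 mkd. Of the 57 genes shared under the relaxed criteria, 53 were differentially expressed in experiment A. With DESeq2, 56 of 59 shared genes were.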

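Cenpw, a component of the centromere, had a log2 fold change of 1.17 at 1000 mkd in experiment A (standard error 0.57, adjusted p = 0.125, edgeR). It averaged 0.467 ± 0.518 CPM (SD, n = 5) in the control and 1.07 ± 0.342 CPM at 1000 mkd, where 1 rat was above every control rat. Parpbp had a log2 fold change of 0.92 (standard error 0.45, adjusted p = 0.121), with 2 rats above every control rat. Chek2, a DNA damage checkpoint kinase, had a log2 fold change of 0.55 (standard error 0.20, adjusted p = 0.0422). It passed the FDR criterion but was 1.47-fold higher and so under the fold change criterion, with all 5 treated rats above all control rats. Without control replicate 5, Cenpw (log2 fold change 2.06, adjusted p = 0.0118) and Parpbp (log2 fold change 1.33, adjusted p = 0.0347) passed both criteria. Over the alternatives tried, the adjusted p of Cenpw ranged up to 0.249 and that of Parpbp up to 0.248, and that of Chek2 ranged from 0.0259 to 0.101.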

The three genes (*Cenpw*, *Chek2*, and *Parpbp*) that did not overlap narrowly missed threshold criteria (Supplementary Table S4, Supplementary Table S5, Supplementary Table S6, Supplementary Table S7, Supplementary Table S8). 

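At 1500 mkd, 1850 genes were differentially expressed in at least 1 data set of experiment B, and 1793 of them were tested in all 4. Of these, 73.3% (Wilson 95% interval 71.2 to 75.3%) had log2 fold changes of the same sign in all 4. Across all genes, Spearman's rho of the log2 fold changes at 1500 mkd was 0.62 between males day 8 and males day 29 and 0.60 between females day 8 and females day 29. It was 0.43 between the sexes on day 8 and 0.46 between them on day 29. These correlations are across genes, which are not independent replicates. Differences of the response were tested as interactions of treatment with sex or with duration. Between the sexes, 0 genes differed at an FDR of 0.05 on day 8 and on day 29 (465 and 1327 genes at an unadjusted p under 0.05). Between the time-points, 0 genes differed in males and in females (419 and 562 genes at an unadjusted p under 0.05). The sex difference on day 29 gave 2 genes without replicate 3 of every group and 1 gene without replicate 5.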

Cluster analysis of the union of all DEGs at the highest dose in any treatment group (2152 genes) from *experiment B* exhibited similar expression profiles across treatment groups (Fig. 3C), further suggesting that differences are due to the modest changes elicited by acetamide. 

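At 1500 mkd, Cyp17a1 and Prom1 passed both criteria upward in one data set of experiment B and downward in another. With DESeq2, 8 genes did so, which also included Cyp2e1, Fkbp7, Ifit1, Shbg, Slc7a1 and Sult2a6. On day 29, Cyp17a1, a steroid hydroxylase, had a log2 fold change of -0.97 in males (standard error 0.29, adjusted p = 0.0433, edgeR), with 4 of 5 rats below every control, and of 1.26 in females (standard error 0.45, adjusted p = 0.0491), with 2 of 5 rats above every control. Prom1 had a log2 fold change of 1.09 in males (standard error 0.29, adjusted p = 0.0254), with 5 of 5 rats above every control, and of -1.42 in females (standard error 0.49, adjusted p = 0.0387), with 4 of 5 below. Slc7a1, an amino acid transporter, had -1.35 in males (adjusted p = 0.0692) and 1.39 in females (adjusted p = 0.0108). The sex differences of these responses had unadjusted p of 0.00261 for Cyp17a1, 0.000136 for Prom1 and 0.00267 for Slc7a1, and an adjusted p of 0.379 for each over all genes. On day 8, none of these 3 genes passed the criteria in either sex. In the day 29 control males, 1 rat carried 7.42 CPM of Slc7a1, while the next highest had 2.23 CPM. Without treated replicate 2, the adjusted p of Cyp17a1 in females was 0.252. Over the alternatives it ranged from 0.0122 to 0.252 for Cyp17a1 and from 0.0151 to 0.119 for Prom1 in females, and from 0.0155 to 0.103 and from 0.0126 to 0.081 in males. For Slc7a1 in males it was 0.0351 with DESeq2, 0.0336 without treated replicate 3, 0.479 without control replicate 5 and 0.553 without replicate 5 of every group.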

Only three genes, *Cyp17a1* (induced in females, repressed in males), *Slc7a1* (induced in females, repressed in males), and *Prom1* (induced in males, repressed in females), exhibited discordant expression.

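A list of cell cycle genes, of which 83 to 85 were tested in each data set, was compared with all other genes at the highest dose by limma's camera on voom log2 CPM, with a preset inter-gene correlation of 0.01. The same was done for 6 other lists, which cover amino acid metabolism, lipid synthesis, PPARα targets, p53 targets, NRF2 targets and the interferon response. The adjusted p is over all 35 tests, and the lists were written after the paper's tables had been read. The median log2 fold change of the cell cycle genes was 1.48 in experiment A (81 of 84 genes higher, adjusted p = 9.32e-21) and 0.83 in males day 8 (75 of 84, adjusted p = 2.31e-30). It was 0.99 in males day 29 (77 of 83, adjusted p = 2.17e-12), 0.74 in females day 8 (78 of 85, adjusted p = 3.19e-21) and 1.50 in females day 29 (81 of 84, adjusted p = 2.31e-30). At an FDR of 0.05 over all genes, 65, 2, 49, 4 and 64 of them were higher, respectively, and adjusted over the list alone 67, 53, 65, 46 and 66. The estimated inter-gene correlation of this list lay between 0.292 and 0.653, above the preset value. Of the 23 list tests that passed an FDR of 0.05 with the preset correlation, 0 did so with the correlation estimated for each list, where the smallest unadjusted p was 0.00401, and 15 did so with limma's fry. The cell cycle calls held under fry in all data sets but males day 29, where the adjusted p was 0.0608.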

Functional enrichment analyses associated differential gene expression with cell cycle regulation and mitotic processes for induced genes which was consistent across all times and sexes (Fig. 4). Conversely, repressed genes were associated with metabolism of small molecules and amino acids. 

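The 44 genes of the amino acid metabolism list had a median log2 fold change of -0.67 in experiment A (2 of them higher, adjusted p = 1.54e-09, limma's camera). It was -0.11 in males day 8 (16 higher, adjusted p = 0.0234), -0.05 in males day 29 (21 higher, adjusted p = 0.148), -0.36 in females day 8 (3 higher, adjusted p = 1.19e-10) and -0.33 in females day 29 (7 higher, adjusted p = 2.56e-05). At an FDR of 0.05 over all genes, 25, 0, 2, 0 and 10 of them changed in experiment A, males day 8, males day 29, females day 8 and females day 29, and adjusted over the list alone 32, 0, 1, 5 and 11. Without treated replicate 3, the list in males day 29 was shifted upward (adjusted p = 0.514), and without treated replicate 2 it was shifted downward (adjusted p = 0.0072).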

Enrichr (Lachmann et al., 2010) enrichment analysis associated transcriptional regulators E2F4, AR, MYBL1, KDM6A, and SOX2 with up-regulated genes while ESR1, RXR, PPARA, and LXR were associated with down-regulated genes (Fig. 5). These data suggest that acetamide exposure promotes cell cycle regulation and signaling, and represses various metabolic processes.

**Fig. 3:**
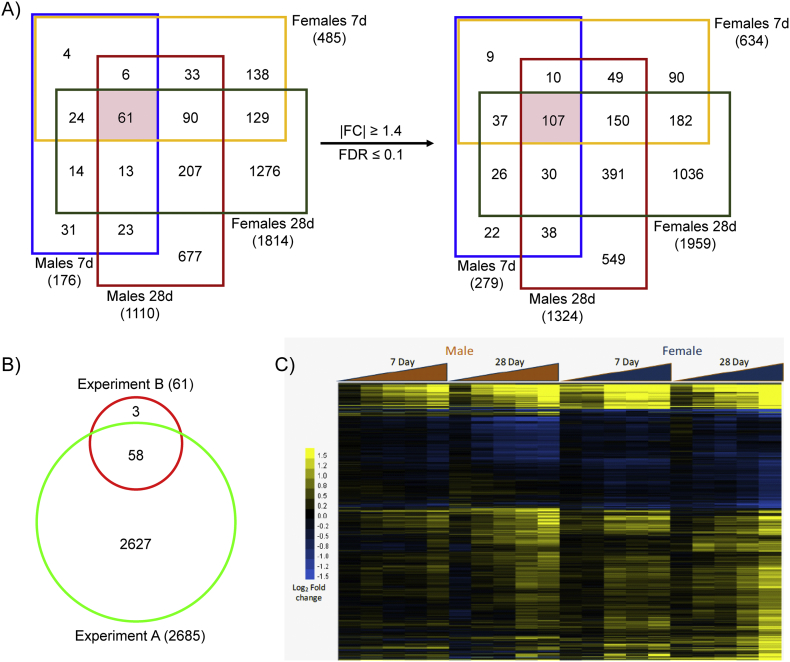
Comparison of acetamide elicited gene expression changes across treatment durations and sexes in experiment B. (A) DEGs identified by normal criteria (|fold change| ≥ 1.5 & FDR ≤ 0.05) were compared across datasets, as well as the union of these 2726 genes using relaxed criteria (|fold change| ≥ 1.4 & FDR ≤ 0.1). (B) DEGs common to all time-points and sexes in experiment B were compared to the 2685 DEGs from experiment A. (C) Cluster analysis of the union of DEGs at 1500 mkd. Genes are shown along the y-axis with increasing acetamide doses along the x-axis. Log2 fold change values were centered by gene to highlight dose-, time-, and sex-related differences.

**Fig. 4:**
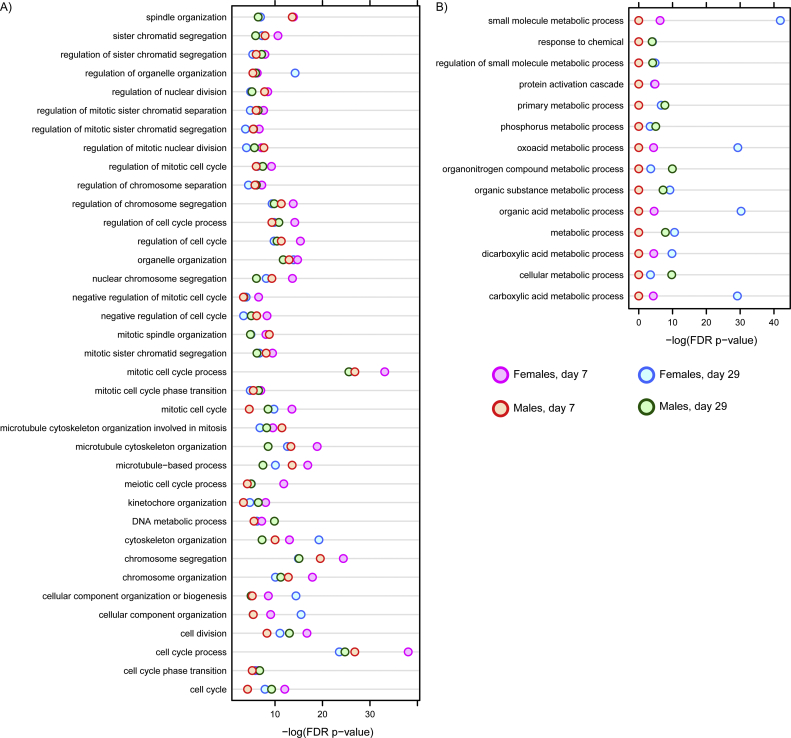
Functional enrichment analysis of differentially expressed genes (|fold change| ≥ 1.5 & FDR ≤ 0.05) in Wistar rats gavaged daily with acetamide. MoAviz was used to evaluate over-representation in GO ontologies for (A) up-regulated and (B) down-regulated genes. Enriched GO ontologies conserved in all treatment groups (experiment B) is shown for up-regulated genes while those enriched in at least 2 treatment groups are shown for down-regulated genes as no GO ontologies were conserved in all treatment groups.

**Fig. 5:**
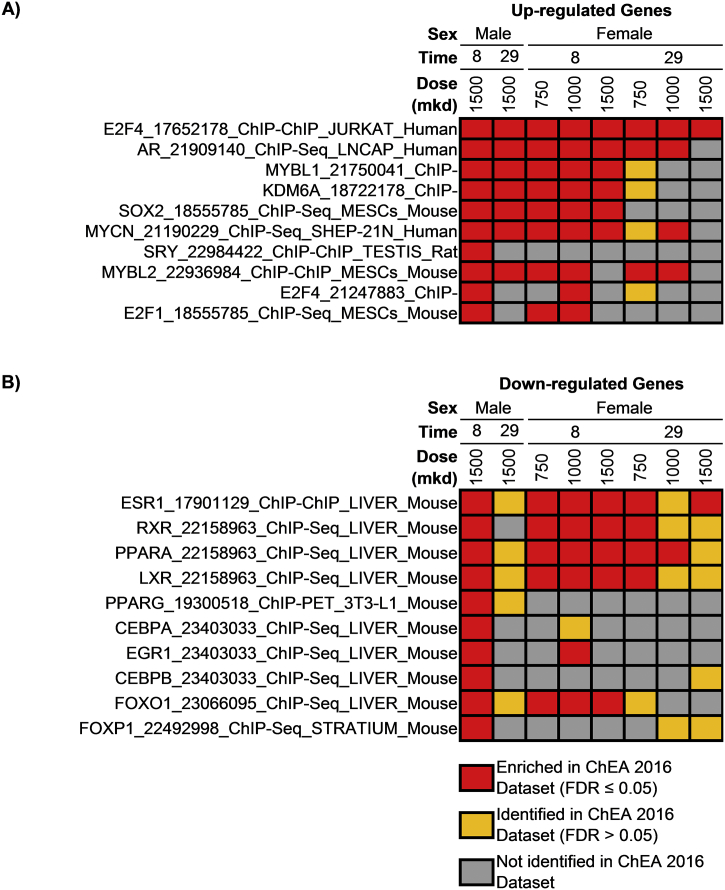
Enrichr analysis using the ChEA 2016 datasets for the 500 most (A) up-regulated and (B) down-regulated DEGs (|fold change| ≥ 1.5 & FDR ≤ 0.05) following acetamide exposure. Only doses at which increased cell proliferation was observed are included, and datasets identified in multiple doses and/or sexes are shown.

### 3.6 Transcriptional BMD (BMD_t_) modeling

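Dose-response models were fitted anew to the log2 CPM of each gene (prior count 2), with code written for this purpose. The Hill, power, second-degree polynomial and exponential 2 to 5 models were fitted and the best was chosen by AIC, without the third-degree polynomial and the hierarchical choice that the paper describes. The benchmark response was 1.349 times the SD around the model, and the interval of the benchmark dose was the 90% profile likelihood interval. Genes were kept by the paper's filters, with a goodness of fit p above 0.1 and a ratio of BMDU to BMDL under 40 among them. The genes past all filters numbered 2452 in experiment A and 413, 937, 590 and 1682 in males day 8, males day 29, females day 8 and females day 29 of experiment B. In simulated data, 67.8% of the intervals held the true benchmark dose under a power model, 54.5% under a Hill model and 43.2% under an exponential model. With the true model alone it was 79.0 to 84.8% of these 90% intervals, so the limits are too narrow in both cases.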

BMD modeling of transcriptomic data was performed using BMDExpress2. In *experiment A*, the best fit to 37.4 and 34.6% of the genes were with the exponential 2 and power models, respectively, consistent with differential expression only at the highest dose. 

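In experiment A, the exponential 2 model was the best fit to 66.9% of the 2452 genes that passed the filters, the power model to 27.9% and the Hill model to 0.163%. Without replicate 4 of every group, the share of the exponential 2 model was 75.8%, the highest of the alternatives tried.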

In *experiment B,* the best fits to 23%–39% and 13%–21% of the DEGs were with the exponential 2 and Hill models, respectively. 

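In experiment B, the exponential 2 model was the best fit to 70.0% of the genes in males day 8, 57.6% in males day 29, 60.3% in females day 8 and 63.3% in females day 29. The Hill model was the best fit to 1.94, 10.7, 1.53 and 3.03% of them. When only genes with an edgeR F-test over all doses at an FDR of at most 0.05 were fitted, 311 genes of males day 29 passed the filters, with 27.0% best fitted by the exponential 2 model and 24.4% by the Hill model. Of females day 29, 845 genes passed, with 54.2% and 5.33%, and 2 genes of males day 8 and 5 of females day 8 passed.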

Transcriptional POD using median BMDL_t_ values were estimated using ontology agnostic and ontology-based approaches that produce concordant estimates with apical endpoints assessed in chronic animal bioassays (Thomas et al., 2007, 2011, 2012; 2013a,b; Bhat et al., 2013; Moffat et al., 2015; Webster et al., 2015; Labib et al., 2016; Farmahin et al., 2017, Farmahin et al., 2019; Kawamoto et al., 2017; Zhou et al., 2017; NTP, 2018). Additionally, transcriptional PODs were derived separately for induced and repressed genes – the two groups that were clearly associated with distinct functions (cell cycle and metabolism, respectively).

Ontology agnostic PODs ranged from 210 mkd to 615 mkd across all experiments, treatment durations, and sexes (Fig. 6A). 

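The median BMDL of the genes between the 25th and the 75th percentile of the BMD was 457 mkd in experiment A, 804 mkd in males day 8, 554 mkd in males day 29, 686 mkd in females day 8 and 720.1 mkd in females day 29. The standard errors from leaving out each replicate in turn (jackknife) were 31.0, 43.1, 203, 211 and 89.5 mkd. Each fit left out the same-numbered rat of every group, though the numbers do not pair the rats, and selected the genes anew. The jackknife errors of these medians are thus rough. In experiment A, the value with all rats lay above every value with a replicate left out (413 to 453 mkd). Over all genes past the filters the medians were 446, 794, 545, 677 and 712 mkd. In females day 8, leaving out replicate 2 of every group gave 455 mkd for the genes between the percentiles, the value that moved most.

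**Figure D2:**
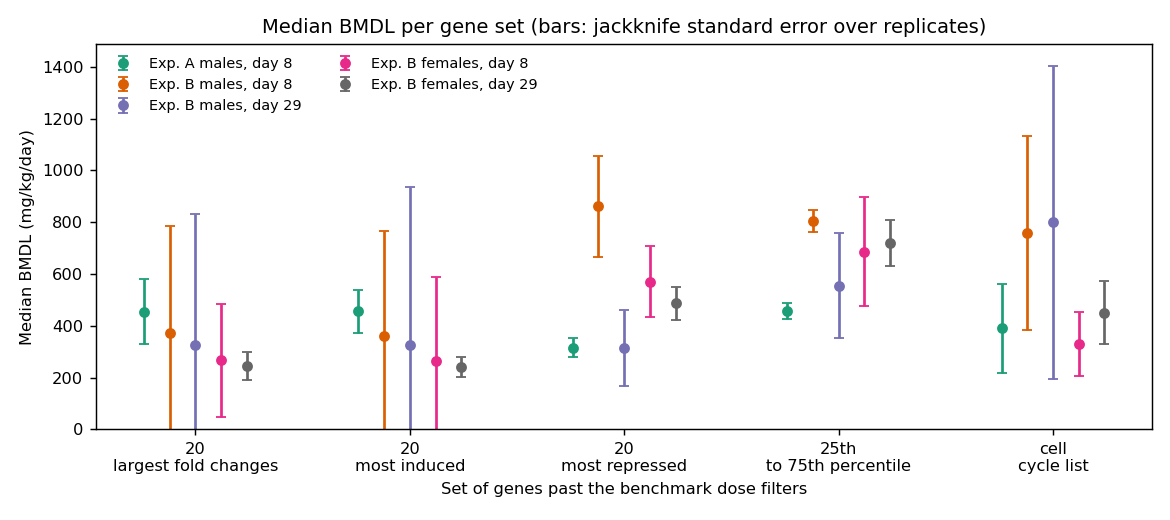
Median BMDL (mkd) of sets of genes in the 5 data sets, with the jackknife standard error over replicates. In males day 29 the errors are 507 mkd for the 20 genes with the largest fold changes, 611 mkd for the 20 most induced and 604 mkd for the cell cycle list.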

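The 20 most induced genes had a median BMDL of 455 mkd in experiment A, 361 mkd in males day 8, 324 mkd in males day 29, 263 mkd in females day 8 and 240.5 mkd in females day 29. The 20 most repressed genes had 316, 862, 314, 570.3 and 486 mkd, respectively. The jackknife standard error of the induced genes was 82.5, 404, 611, 327 and 38.5 mkd, and that of the repressed genes 37.5, 195, 146, 137 and 64.4 mkd. The median of the induced genes in males day 29 ranged from 226 to 1031 mkd over the fits that each left out a replicate of every group. The difference between induced and repressed genes itself was not tested.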

Though functionally distinct, there was no difference on the PODs for the 20 most induced (210–501 mkd) or repressed (250–477 mkd) genes. Similarly, ontology-based approaches demonstrated PODs ranging from 175 mkd to 637 mkd (Fig. 6B). Consistent with neither up- or down-regulated genes demonstrating different PODs, no clear difference was observed for the 20 most significant up or down-regulated regulators. When examining enriched pathways common to all datasets, the average median BMDL_t_ was 407 mkd. The 8 pathways common to all datasets included signal transduction, metabolism, metabolism of protein, immune system, post-translational protein modification, hemostasis, cell cycle, and mitotic cell cycle. Among these common enriched pathways, the most sensitive (post-translational protein modification, females day 8) had a POD of 167 mkd. Conversely, the pathways with the lowest median BMDL_t_ values in each dataset individually were metabolism of nucleotides (297 mkd, experiment A), hemostasis (385 mkd, males day 8), signaling by Rho GTPases (125 mkd, females day 8), PIP3/AKT signaling (120 mkd, males day 29), and signaling by VEGF (431 mkd, females day 29) (Fig. 6C). 

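The BMD and BMDU beside these limits were taken as medians over the same genes. The 20 most induced genes had a median BMD from 375 mkd in females day 29 to 653 mkd in males day 8, and a median BMDU from 593 mkd in females day 29 to 1153 mkd in males day 8. The 20 most repressed genes had a median BMD from 442 mkd in males day 29 to 1254 mkd in males day 8, and a median BMDU from 765 mkd in experiment A to 1645 mkd in males day 8. For the genes between the 25th and the 75th percentile the median BMD lay between 639 mkd in experiment A and 1134 mkd in males day 8, and the median BMDU between 956 and 1868 mkd. Pathways were not analysed here.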

Most importantly, the median BMDL_t_ – BMD_t_ – BMDU_t_ ranges using any of these approaches either spanned the BMD_10_ confidence interval for Ki67 labeling index (190–497 mkd) or were above the BMDU_a_ demonstrating concordance between PODs. Furthermore, modeling of the dose at which a single gene was altered by 2-, 3-, 5-, or 10-fold found that the BMDL equivalent (D1*) was 225, 270, 478, and 843 mkd, respectively (Fig. 6D).

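The counts under this model were taken for the union of both sexes on day 29. At 300 mkd, 0 genes changed at least 2-fold at an FDR of 0.05 or less (638 genes in males and 400 in females had an unadjusted p under 0.05). With DESeq2, 1 gene at 300 mkd changed at least 3-fold in males and 0 genes at least 2-fold in females. At 500 mkd, 4 genes changed at least 2-fold and 0 at least 3-fold. With DESeq2, 35, 6, 2 and 1 genes at 500 mkd changed at least 2-, 3-, 5- and 10-fold. Without replicate 2 of every group, 18 genes at 500 mkd changed at least 2-fold and 3 at least 3-fold, and 0 at least 2-fold without each of the other replicates. At 750 mkd, 37 genes changed at least 2-fold, 11 at least 3-fold, 2 at least 5-fold and 0 at least 10-fold. At 1000 mkd the counts were 207, 64, 19 and 4, and at 1500 mkd 854, 323, 152 and 57. With a replicate of every group left out, the 2-fold count at 1000 mkd ran from 23 to 266. The 10-fold count at 1500 mkd ran from 18 to 78. With DESeq2, 58 genes at 750 mkd changed at least 3-fold. Leaving out replicate 1 of every group left 0 genes at 750 mkd with at least 2-fold change, and leaving out replicate 4 gave 143. The doses D1* were not modelled here.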

**Fig. 6:**
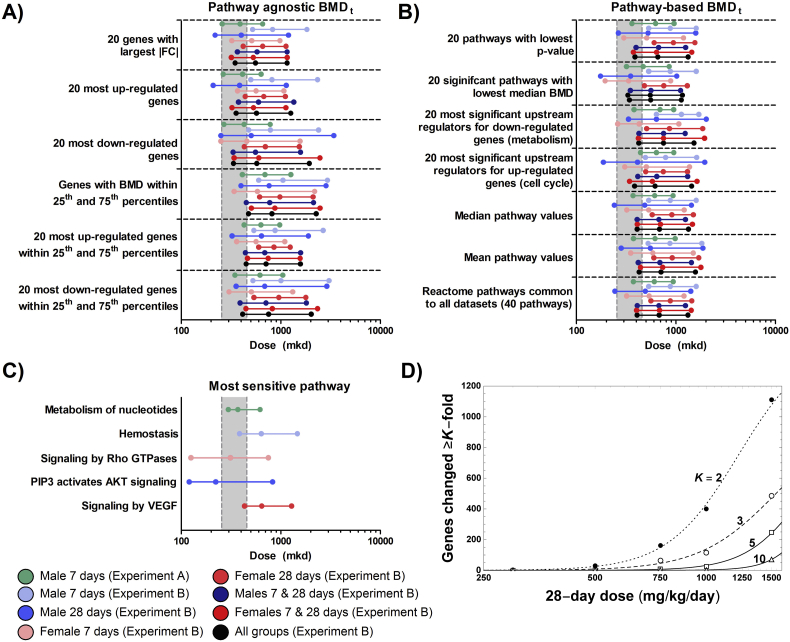
Estimation of acetamide’s BMD confidence interval using dose-response modeling of differential gene expression. The median BMDL_t_ – BMD_t_ – BMDU_t_, shown in order as three points on a horizontal line, were derived using several (A) pathway agnostic and (B) pathway-based approaches. (C) The BMDL_t_ – BMD_t_ – BMDU_t_ range is also shown for the most sensitive pathway in each study, time-point, and sex. BMDt values were determined using BMDExpress2 as described in the materials and methods. The gray boxes represent the BMDLa to BMDUa range for the Ki67 labeling index. (D) The dose-dependent number of DEGs (|fold change| ≥ K & FDR ≤ 0.05) was modeled, and its lower 1-tail 95% confidence bound (D1*, equivalent to BMDL) determined revealing D1* values of 225, 270, 478, and 843 mkd for a K-fold change of 2, 3, 5, and 10, respectively.

## 4 Discussion

In the risk assessment of chemicals, regulators often rely on PODs derived from chronic animal bioassays as a reference point to make an informed decision regarding acceptable levels of exposure. However, chronic assays are resource-intensive and expensive, and often fail to provide information regarding the MoA (NTP, 2004; Thomas et al., 2012; EFSA, 2014; Chepelev et al., 2015). Furthermore, while regulatory agencies have committed to evaluating priority chemicals (Barton-Maclaren et al., 2017; Farmahin et al., 2017), it is clear that the current risk assessment paradigm cannot keep pace with the numbers of chemicals that need testing. In response, alternative approaches have been explored including the application of toxicogenomics (NTP, 2018; Yauk et al., 2019). In this study, we present a case scenario for the application of toxicogenomics in the risk assessment of acetamide.

### 4.1 Using toxicogenomics to derive a POD for use in risk assessment

Deriving a POD from acute and subchronic toxicogenomic studies is an ongoing debate between sponsors, stakeholders, and regulatory agencies. To date, toxicogenomic efforts have largely used a retrospective approach where chemicals which have been well characterized in chronic studies are evaluated by toxicogenomic and these PODs are contrasted to those from traditional apical endpoints. These studies have demonstrated that transcriptomic PODs derived using various approaches are consistent with PODs derived from traditional end points such as cell proliferation and tumor formation (Thomas et al., 2007, 2011, 2012; 2013a,b; Bhat et al., 2013; Moffat et al., 2015; Webster et al., 2015; Labib et al., 2016; Farmahin et al., 2017, Farmahin et al., 2019; Kawamoto et al., 2017; Zhou et al., 2017; NTP, 2018). In this study, 18 different approaches to estimate acetamide's POD from transcriptomic data were used. We found that the transcriptomic PODs were consistent (±3.5-fold) with PODs for increased cell proliferation (Ki67 labeling index), an endpoint considered biologically relevant for the development of tumors. Consistent with an evaluation of 11 different approaches to derive transcriptional PODs for 6 different known rodent carcinogens (Farmahin et al., 2017), acetamide median BMDL_t_ estimates for the 20 pathways with the lowest BMD_t_ (175 mkd) and for 20 genes with the largest fold-changes (219 mkd) were very similar to the apical POD for cell proliferation of 190 mkd.

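The 20 genes with the largest fold changes had a median BMDL of 454 mkd in experiment A, 370.1 mkd in males day 8, 324 mkd in males day 29, 266 mkd in females day 8 and 245 mkd in females day 29. Their jackknife standard errors were 125, 417, 507, 217 and 54.1 mkd. Over the fits that each left out a replicate of every group, the median ranged from 288 to 453 mkd in experiment A, from 280.1 to 847 mkd in males day 8, from 236 to 923 mkd in males day 29, from 143 to 460 mkd in females day 8 and from 217 to 296 mkd in females day 29. In experiment A, these genes were mostly of the interferon response, such as Isg15 and Irf7, and in males day 8 mostly of the cell cycle, such as Ccnb1 and Aurkb.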

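Mki67, which encodes the Ki67 antigen, rose from 6.59 ± 4.09 to 26.9 ± 12.5 CPM (SD, n = 5) at 1000 mkd in experiment A, a log2 fold change of 2.03 (standard error 0.49, adjusted p = 0.00368, edgeR), with all 5 treated rats above every control rat. At 1500 mkd in experiment B, its log2 fold change was 1.62 in males day 8 (adjusted p = 0.0913, 4 of 5 rats above every control), 2.05 in females day 8 (adjusted p = 0.0422, 5 of 5) and 2.61 in females day 29 (adjusted p = 5.26e-05, 5 of 5). The adjusted p ranged from 0.0202 to 0.213 in males day 8 and from 0.00241 to 0.156 in females day 8 over the alternatives tried. In females day 29, 1 rat (replicate 5) had 10.1 CPM at 1500 mkd, while the group averaged 29.5 ± 11.1 CPM.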

Most notable in the transcriptomic evaluation was up-regulation of genes associated with cell cycle and cell proliferation. Many non-genotoxic carcinogens promote tumorigenesis by increasing the number of cells through increased cell proliferation and/or a decrease in cell death (apoptosis). The upregulation of genes associated with cell cycle is consistent with the most sensitive apical marker, Ki67 labeling index, with a POD of 190 mkd. 

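In males day 8, the cell cycle score rose from 1.72 ± 0.40 (SD, n = 5) in the control to 2.02 ± 0.38 at 500 mkd and 2.56 ± 0.33 at 1500 mkd. The score of males day 29 rose from 1.53 ± 0.27 to 2.07 ± 0.28 at 500 mkd and 2.31 ± 0.28 at 1000 mkd, and at 1500 mkd it was 2.57 ± 1.31 with Rv2655 included. Rv2655 stood at 4.80, while the other rats of its group lay between 1.30 and 2.28, below the mean at 1000 mkd. The score of females day 8 rose from 1.43 ± 0.24 to 2.55 ± 0.52 at 1000 mkd and 2.32 ± 0.30 at 1500 mkd. That of females day 29 rose from 1.36 ± 0.10 to 2.20 ± 0.16 at 1000 mkd and 2.78 ± 0.48 at 1500 mkd. The score was related to dose in each data set, over 25 rats in experiment A and 30 in each data set of experiment B. Pearson's r was 0.824 in experiment A (two-sided permutation p = 2e-05), 0.694 in males day 8 (permutation p = 5e-05), 0.534 in males day 29 (permutation p = 0.00066), 0.602 in females day 8 (permutation p = 0.00053) and 0.836 in females day 29 (permutation p = 1e-05, the smallest that the permutations can give). Spearman's rho was 0.569 (permutation p = 0.00386), 0.718 (2e-05), 0.696 (3e-05), 0.642 (0.00023) and 0.811 (1e-05), respectively. Adjusted over these 5 relations, the p of Pearson's r was 5e-05, 8.33e-05, 0.00066, 0.00066 and 5e-05, and that of Spearman's rho at most 0.00386. Without replicates 1 and 2 of the highest dose, r was 0.774, 0.747, 0.568, 0.645 and 0.794, and without the 2 most extreme scores 0.740, 0.634, 0.447, 0.575 and 0.789. In males day 29, leaving out replicates 1 and 2 kept Rv2655 (replicate 3), so it cannot show whether the relation rests on that rat. In experiment A, the scores at 30 and 100 mkd were no higher than in the control, so the relation rests on the higher doses.

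**Figure D3:**
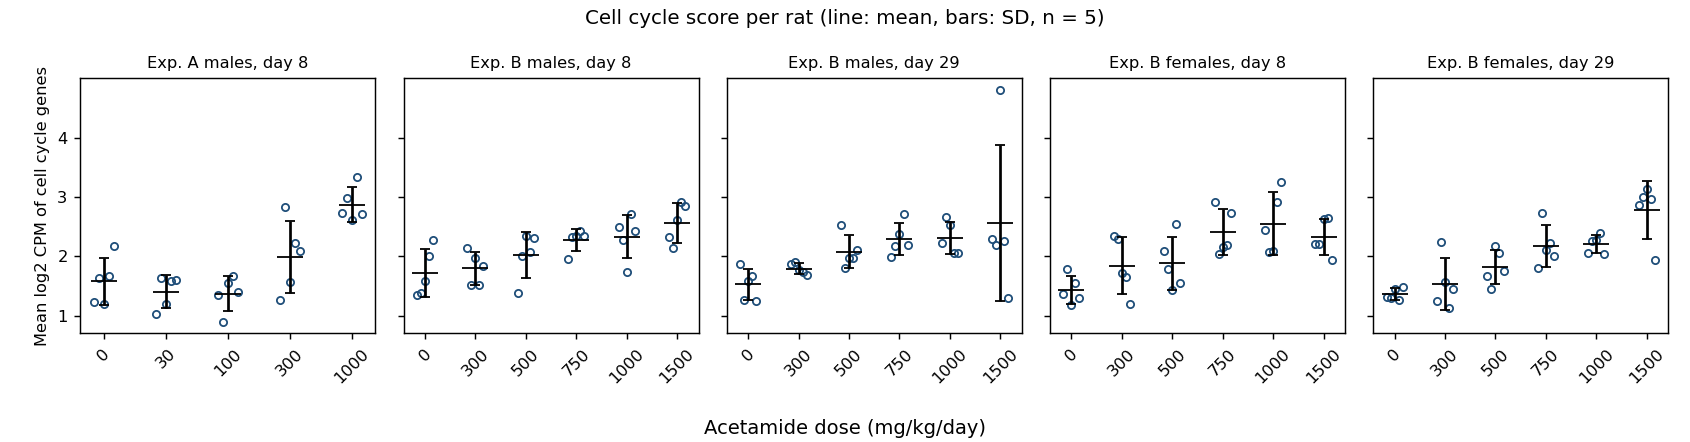
Cell cycle score (mean log2 CPM of the cell cycle list) of each rat against dose (mkd) in the 5 data sets, with the mean and SD of each group. In males day 29 at 1500 mkd, a single rat at 4.80 lies above the others.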

In a recent report from the U.S. National Toxicology Program (NTP) on the use of transcriptomic data for chemical safety evaluations, it was noted that transcriptional PODs will need to be linked to more standard measurements for use in risk assessment (NTP, 2018). In our study, two cell cycle related pathways were identified among the most sensitive conserved pathways, “cell cycle” and “mitotic cell cycle”, which both had median BMDL_t_s of 185 mkd. 

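The cell cycle list was used in place of these pathways, since pathway databases were not used here. Of its genes, 51 passed the dose-response filters in experiment A, 37 in males day 8, 34 in males day 29, 37 in females day 8 and 53 in females day 29. Their median BMDL was 390.2, 757, 799.7, 328 and 451 mkd, respectively, with jackknife standard errors of 172, 375, 604, 124 and 123 mkd. Without replicate 3 of every group, the median BMDL in males day 29 was 137 mkd, and without replicate 5 it was 175 mkd in females day 8 and 327 mkd in males day 8. With another replicate left out, it reached 996 mkd in males day 29, 345 mkd in females day 8 and 862 mkd in males day 8.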

The similarity of the POD estimates for both pathways is likely due to the redundancy in gene membership for these two ontologies. The similarity of the POD between both the apical marker and most sensitive conserved pathways suggests that a POD of 185–190 mkd may reflect the best estimate of the POD for acetamide. Further supporting the reliability of deriving a POD using this approach is the strong concordance of all other approaches where the BMDL_t_ – BMDU_t_ range either fell within or above the Ki67 labeling index BMDL_t_ – BMDU_t_ range. Collectively, the weight of evidence supports using the acute/subchronic apical marker POD of 190 mkd since it (i) can be anchored to the apical endpoint of cancer, (ii) is consistent with gene expression changes and their estimated PODs, and (iii) is supported by several other approaches for deriving a gene expression POD previously shown to be consistent with traditional toxicology assays.

### 4.2 Elucidation of acetamide's MoA

In the current risk assessment paradigm, toxicogenomics data have largely been used to provide insights and weight of evidence on the chemical MoA (Yauk et al., 2019). Our results demonstrate that acetamide increases cell proliferation which is consistent with the MoA for other non-genotoxic carcinogens (Cohen and Ellwein, 1990). However, the molecular initiating and key events through which acetamide promotes mitogenesis remain unclear (Weisburger et al., 1969; Flaks et al., 1983; Dybing et al., 1987). To further examine acetamide's MoA, we explored whether gene expression changes were consistent with known rodent liver carcinogen MoAs (Cohen, 2010) summarized in Table 5.

**Table 5:** Evidence for acetamide's activity through known rodent liver carcinogen modes of action.

Category	MOA/KIE	Evidence
Genotoxic/DNA reactive		No evidence of genotoxicity based on literature and absence of gene expression changes related to p53 signaling.
Non-genotoxic/non-DNA reactive		Yes. By default since not genotoxic

Receptor mediated		
	CAR (phenobarbital-like)	Not enriched among DEGs. No induction of known targets (*e.g. Cyp2b, Cyp3a11*).
	AhR (dioxin-like)	Not enriched among DEGs. No induction of known targets (*e.g. Cyp1a1, Cyp1a2*).
	PPAR alpha	Enriched among down-regulated genes, contrary to carcinogens acting through this MoA.
	Steroid hormone receptors	No evidence in DEGs. No evidence of endocrine disruption in the ToxCast screening database.

Non receptor mediated		
	Cytotoxicity	Apoptosis beginning at higher doses could promote regenerative proliferation.
		Cytotoxic *in vitro* at extremely high concentrations.
	Oxidative stress (OS)	Modest modulation (up and down) of glutathione related genes, repression of *Nqo1*. Unlikely to promote oxidative stress.
	Immune /inflammation response	Some evidence of immune cell signaling (GCPR, Rho GTPase, FGCR, and PD-1). No inflammation in histopathological evaluation here or in chronic bioassays (ref).
	Fatty liver/Steatosis	Minor vacuolation at high doses. No progression (steatohepatitis and fibrosis) in chronic bioassays (ref)

In agreement with *in vitro* and *in vivo* assays genotoxic (Miura et al., 1994; Mirkova, 1996; Morita et al., 1997; De Boeck et al., 2005; Moore et al., 2019), differential expression did not indicate genotoxicity when compared to results with known genotoxicants such as formaldehyde, naphthalene, chloroprene, and benzo[*a*]pyrene (Andersen et al., 2008, 2010; Thomas et al., 2013a; Clewell et al., 2014; Moffat et al., 2015). Although cell cycle related genes were induced, there was no evidence of p53 mediated DNA damage or oxidative stress pathways as found with genotoxic compounds (Watanabe et al., 2012). Consequently, mitogenic responses with acetamide may be mediated by receptor-mediated or by processes unrelated to these nuclear receptors (Holsapple et al., 2006; Cohen, 2010; Corton et al., 2014; Klaunig et al., 2015; Wang et al., 2015; Wang et al., 2017a,b). 

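The list of p53 targets (20 genes) had a median log2 fold change of 0.80 at 1000 mkd in experiment A (16 genes higher, adjusted p = 0.000153, limma's camera with the preset correlation), 0.29 in males day 8 (13 higher, adjusted p = 0.0186), -0.20 in males day 29 (8 higher, adjusted p = 0.246), 0.46 in females day 8 (17 higher, adjusted p = 3.87e-05) and 0.17 in females day 29 (12 higher, adjusted p = 0.276). At an FDR of 0.05 over all genes, 14, 0, 0, 1 and 2 of them changed, and adjusted over the list alone 14, 2, 0, 6 and 2. The 3 calls of this list held under fry, and 0 held with the correlation estimated for each list. The call in males day 8 was lost without control replicate 2 (adjusted p = 0.117). The NRF2 targets, a list of oxidative stress genes, had an adjusted p between 0.209 and 0.873 in the 5 data sets, with genes on both sides of 0. Under fry, the adjusted p was 0.0377 in males day 29 (10 of 20 genes higher) and at least 0.119 in the other data sets. Of these, 9, 0, 3, 0 and 6 changed at an FDR of 0.05 over all genes, and adjusted over the list alone 10, 2, 4, 2 and 8.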

Receptor-mediated carcinogenesis typically involves the activation of nuclear transcription factors – such as CAR (constitutive androstane receptor), PPARα (peroxisome proliferator-activated receptor), AHR (aryl hydrocarbon receptor), ER (estrogen) or AR (androgen) receptors. However, functional enrichment analyses did not identify CAR-, AHR-, and AR-mediated activity. Curiously, the downregulated genes were highly enriched for binding by PPARα, ESR1 (ER), and LXR. 

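The list of PPARα targets had a median log2 fold change of -0.67 in experiment A (7 of 34 genes higher, adjusted p = 5.03e-06, limma's camera). In experiment B it was 0.19 in males day 8 (24 of 34 higher, adjusted p = 0.00146), 0.08 in males day 29 (21 of 34, adjusted p = 0.980), 0.09 in females day 8 (18 of 32, adjusted p = 0.196) and -0.18 in females day 29 (11 of 32, adjusted p = 0.0887). The upward call in males day 8 was lost with fry (adjusted p = 0.108), and the direction in males day 29 changed with fry and with other alternatives. At an FDR of 0.05 over all genes, 17, 3, 2, 1 and 5 of them changed, and adjusted over the list alone 19, 5, 1, 1 and 3. Genes bound by ESR1 or LXR were not analysed here.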

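Genes whose symbol starts with Cyp2b or Cyp3a, and Cyp1a1 and Cyp1a2, were tested in each of the 24 comparisons of a dose with its control. The 3 Cyp2b genes tested gave 1 differentially expressed gene in 72 gene-by-dose tests. Cyp2b3 fell from 684 ± 89.8 to 411 ± 203 CPM (SD, n = 5) at 1000 mkd in experiment A, a log2 fold change of -0.74 (adjusted p = 0.0229, edgeR), with 3 of 5 rats below every control. The 4 Cyp3a genes gave 2 in 96 tests. Cyp3a2 fell by 1.22 on the log2 scale at 1000 mkd in experiment A (adjusted p = 0.0108, 5 of 5 rats below every control), and Cyp3a62 rose in females day 29 at 1500 mkd (log2 fold change 1.30, adjusted p = 0.00391, 4 of 5 rats above every control). Cyp1a1 gave 0 in 24 tests (1 at an unadjusted p under 0.05), with log2 fold changes from -0.82 to 2.15. Cyp1a2 fell by 1.06 on the log2 scale at 1000 mkd in experiment A (adjusted p = 0.0135), the only call of its 24 tests.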

Marker genes for CAR (*Cyp2b*, *Cyp3a11*) and AHR (*Cyp1a1*, *Cyp1a2*) were also unchanged by acetamide.

Possible non receptor-mediated MoAs for carcinogens include cytotoxicity, oxidative stress, immunotoxicity, and steatosis (Hernandez et al., 2009; Cohen, 2010). In a toxicogenomics evaluation of hexabromocyclododecane in rats, 18 genes were proposed to identify cytotoxic carcinogens (Farmahin et al., 2019). 

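Akr1b8, an aldo-keto reductase, rose from 0.261 ± 0.107 to 2.06 ± 1.42 CPM (SD, n = 5) in females day 8 at 1500 mkd, a log2 fold change of 2.94 (standard error 0.71, adjusted p = 0.0437, edgeR), with 4 of 5 rats above every control. In females day 29 its log2 fold change was 1.58 (adjusted p = 0.0607, 4 of 5 rats above every control). Rnd1 had a log2 fold change of 1.46 in females day 8 (adjusted p = 0.0831) and of 1.12 in females day 29 (adjusted p = 0.0172, 4 of 5 rats above every control). Tes had 1.01 in females day 29 (adjusted p = 0.0415, 4 of 5 rats above every control) and 0.49 in males day 29 (adjusted p = 0.258). Car3, a carbonic anhydrase, had -2.54 in females day 8 at 750 mkd (standard error 0.60, adjusted p = 0.0656, 5 of 5 rats below every control). S100a10 had 1.03 in males day 29 at 1500 mkd (adjusted p = 0.0234, 3 of 5 rats above every control), and 0.52 without Rv2655 (adjusted p = 0.107). Over the alternatives tried, the adjusted p ranged from 0.00331 to 0.157 for Akr1b8 in females day 8, from 0.00251 to 0.0929 for Rnd1 and from 0.00832 to 0.28 for Tes in females day 29, and from 0.00864 to 0.126 for S100a10.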

Only 5 were differentially expressed by acetamide including *Akr1b8* (Females day 8 & 29; up to 7.8-fold), *Rnd1* (Females day 8 & 29; up to 2.8-fold), *Tes* (Females day 29, Males day 29; up to 2.0-fold), *Car3* (Females day 8; repressed up to 5.9-fold), and *S100a10* (Males day 29; up to 2.0-fold). A Fisher's exact test did not indicate significant enrichment (*p* = .19). However, apoptosis which is observed at higher doses, could be associated with regenerative proliferation in the liver as suggested for fuminosin B_1_ which may lead to tumorogenesis (Dragan et al., 2001). Pathways related to oxidative stress were also not significantly enriched and known responsive genes were either repressed, such as *Nqo1* which was repressed 2.6-fold in females on day 29, or unchanged such as *Sod1*, *Sod2*, and *Gpx1*. 

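In females day 29, Nqo1 had a log2 fold change of -1.38 at 1500 mkd (standard error 0.35, adjusted p = 0.00752, edgeR), from 34.0 ± 34.8 to 13.0 ± 2.61 CPM (SD, n = 5), with 1 of 5 rats below every control. The control group holds 1 rat (replicate 1) with 94.9 CPM. Without it the log2 fold change was -0.51 (adjusted p = 0.109), and over the alternatives the adjusted p ranged from 0.000917 to 0.122. Sod1 and Gpx1 were lower in the same females, with log2 fold changes of -0.55 (adjusted p = 0.0229, 3 of 5 rats below every control) and -0.70 (adjusted p = 0.00976, 3 of 5 rats). The change of Sod1 there is 1.47-fold, under the fold change criterion. At 1000 mkd in experiment A, Gpx1 had a log2 fold change of -0.86 (adjusted p = 0.00148) and Sod1 of -0.63 (adjusted p = 0.0110). Sod2 passed the criteria in 0 of 24 comparisons (2 at an unadjusted p under 0.05), with log2 fold changes from -0.35 to 0.25.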

*Gstp1* showed a 1.7-fold increase in males at 29 days, though this was only at the 1000 mkd dose. 

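In males day 29, Gstp1 rose from 4.31 ± 0.69 CPM (SD, n = 5) in the control to 7.56 ± 1.31 CPM at 1000 mkd, a log2 fold change of 0.81 (adjusted p = 0.0375, edgeR), with 5 of 5 rats above every control. Its log2 fold change was 0.87 at 750 mkd (adjusted p = 0.0460, 4 of 5 rats) and 0.95 at 1500 mkd (standard error 0.22, adjusted p = 0.0124, 5 of 5 rats). Over the alternatives tried, the adjusted p ranged from 0.00721 to 0.174 at 750 mkd, from 0.0103 to 0.115 at 1000 mkd and from 0.00173 to 0.0383 at 1500 mkd.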

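The list of interferon response genes (38 genes) had a median log2 fold change of 2.65 at 1000 mkd in experiment A (38 higher, adjusted p = 5.01e-14, limma's camera), 0.21 in males day 8 (27 higher, adjusted p = 0.00397), 0.12 in males day 29 (22 higher, relative to all other genes lower, adjusted p = 0.598), 1.04 in females day 8 (37 higher, adjusted p = 2.23e-14) and 0.83 in females day 29 (35 higher, adjusted p = 3.63e-06). At an FDR of 0.05 over all genes, 33, 0, 2, 4 and 18 of them changed, and adjusted over the list alone 36, 2, 2, 27 and 19. The estimated inter-gene correlation was 0.692 in experiment A. Under fry the calls held in experiment A and in females day 29, and the adjusted p was 0.342 in males day 8 and 0.0554 in females day 8. Marker lists of immune cells were tested too, over 50 tests of 10 marker lists. The macrophage markers (12 genes) had a median log2 fold change of 0.86 in experiment A (12 higher, adjusted p = 0.000771) and 0.63 in females day 29 (12 higher, adjusted p = 0.00368). They had 0.20 in males day 8 (adjusted p = 0.279), 0.43 in males day 29 (0.0861) and 0.21 in females day 8 (0.163). The T and NK cell markers had 1.43 in experiment A (10 of 10 genes higher, adjusted p = 0.000771), -0.22 in males day 8 (1 of 8, 0.287), 0.16 in males day 29 (6 of 7, 0.594), 0.33 in females day 8 (8 of 9, 0.0669) and 0.99 in females day 29 (9 of 9, 0.016). The neutrophil markers in experiment A had -1.76 (0 of 2, 0.157).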

Despite enrichment of immune related pathways including G protein coupled receptors, Fc receptors, and PD-1 signaling, there was no evidence of immunotoxicity or inflammation (Dessau and Jackson, 1955; Weisburger et al., 1969; Flaks et al., 1983). 

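The lipid synthesis list (40 genes) had a median log2 fold change of -0.90 in experiment A (4 higher, adjusted p = 7.33e-07, limma's camera), -0.42 in males day 8 (6 higher, adjusted p = 9.64e-11), -0.35 in males day 29 (8 higher, adjusted p = 0.000504), -0.42 in females day 8 (4 higher, adjusted p = 1.57e-05) and -0.43 in females day 29 (8 higher, adjusted p = 0.000911). At an FDR of 0.05 over all genes, 24, 0, 1, 0 and 7 of them changed, and adjusted over the list alone 29, 17, 1, 0 and 9. Under fry, the calls in males day 29, females day 8 and females day 29 were lost, with adjusted p of 0.119, 0.138 and 0.0940.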

Although minimal lipid vacuolation was observed, lipid metabolism related genes were repressed. The absence of inflammation and minimal fat accumulation does not support the progression of steatohepatitis to fibrosis/cirrhosis, and eventually hepatocellular carcinoma as a possible MoA for acetamide (Dessau and Jackson, 1955; Weisburger et al., 1969; Flaks et al., 1983).

While this study indicated that the MoA for acetamide is related to persistent mitogenic stimulation which precedes the occurrence of necrosis/apoptosis, it also highlighted differences between acetamide and other mitogenic compounds. For example, unlike other rodent carcinogens such as toxaphene (Wang et al., 2015) and 1,4-dichlorobenzene (Eldridge et al., 1992) that cause transient increases in cell proliferation and increased liver weight, acetamide-induced proliferation persisted throughout the 28-day study without any increase in absolute or relative liver weight. Absence of liver weight increase may be due to increased necrosis/apoptosis at higher doses. MAPK signaling was also enriched in BMD analyses which would be consistent with apoptosis.

Acetamide is an antidote to fluoroacetamide poisoning through competition for acetyl-CoA synthetase (Gitter, 1956; Goncharov et al., 2006; Proudfoot et al., 2006), and high-throughput screening detected inhibition of Histone Lysine Methyltransferase G9a activity (PubChem AID: 504332). Such interference with acetate/acetyl-CoA dependent enzymes at very high intracellular levels could potentially result in altered acetyl-CoA levels which can disrupt important cellular processes (Pietrocola et al., 2015). High levels of acetate-like metabolites, for example, could lead to the suppression of metabolic processes controlled by PPAR, LXR, and RXR. The ability of arginine-glutamate to prevent cancer development in acetamide-treated rats also suggests that the urea, glutathione, and TCA cycle metabolic pathways may be affected by acetamide exposures, though studies have shown that arginine glutamate may simply act as an inhibitor of cell proliferation through induction of polyamine synthesis (Takeda et al., 1975; Weisburger et al., 1969). The similarity in gene expression changes across time, sexes, and studies does imply specificity in a mitogenic MoA for acetamide.

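Across all genes, which are not independent replicates, Spearman's rho between the log2 fold changes at 1000 mkd in experiment A and those at 1500 mkd in experiment B was 0.46 for males day 8, 0.39 for males day 29, 0.59 for females day 8 and 0.75 for females day 29. Of 2397 genes differentially expressed in experiment A and tested in males day 8 of experiment B, 50.6% changed in the same direction at 300 mkd, 63.4% at 500 mkd, 63.8% at 750 mkd, 72.3% at 1000 mkd and 81.7% at 1500 mkd. These doses share the same control rats, so the shares are not independent. The changes were much smaller in experiment B. In the direction of experiment A, their median log2 fold change was 0.12 at 1000 mkd and 0.23 at 1500 mkd. In experiment A, where the genes were selected, the median |log2 fold change| was 1.00. From the similarity across time, sexes and studies, the paper infers specificity in a mitogenic mode of action.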

## 5 Conclusions

This study represents a use case scenario for the application of toxicogenomics in the risk assessment of the ubiquitous food contaminant and rodent carcinogen, acetamide. Our approach for the evaluation of acetamide was based on the numerous reports demonstrating that toxicogenomic data can be used to derive PODs which are consistent with apical responses seen in chronic bioassays. Such approaches have significant potential for reducing the time and costs for toxicity testing and health risk assessments while still ensuring protection of human health. Our study strongly supports a mitogenic cancer MoA for acetamide in the rat liver that differs from receptor-mediated mitogenic MoAs of other rodent carcinogens. This conclusion was supported by RNA-seq analysis which identified the enrichment of cell proliferation pathways and the more traditional evaluation of cell proliferation *via* the Ki67 labeling index. While this study has not unequivocally elucidated acetamide's MoA at the molecular level, the consistency of PODs derived for both transcriptional and apical markers suggests that transcriptomic derived PODs can be used to support risk assessment. This was emphasized by the concordance between the functional classification of DEGs, largely associated with cell cycle regulation, and the most sensitive apical endpoint, cell proliferation. Based on the weight of evidence from this study, we estimate a POD of 190 mkd for acetamide-induced rat liver carcinogenesis which may serve as reference point for formal risk assessment.

The following are the supplementary data related to this article.

Supplementary Fig. S1 Frequency distribution of absolute fold changes of genes differentially expressed (|fold change| ≥ 1.5 & FDR ≤ 0.05) in Wistar rats gavaged daily with acetamide. Fold changes from the highest dose group (1500 mkd) was used to calculate frequency, expressed as percent of DEGs. Supplementary Fig. S1

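The frequencies of Supplementary Fig. S1 are shares of the genes past both criteria at 1500 mkd, so each bin depends on which genes pass. The median |log2 fold change| of those genes was 0.98 in females day 29 and 1.04 in males day 29 with edgeR, and 0.94 in males day 29 with DESeq2, which called 739 genes there. With a replicate of every group left out, the edgeR median of males day 29 ranged from 0.91 (without replicate 3) to 2.69 (without replicate 1).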

Supplementary Table S1 Raw data for individual rats in experiment A. Supplementary Table S1

Supplementary Table S2 Raw data for individual rats in experiment B. Supplementary Table S2

Supplementary Table S3 List of approaches for the estimation of the toxicogenomic POD. Supplementary Table S3

Supplementary Table S4 RNA-seq fold changes for experiment A. Supplementary Table S4

Supplementary Table S5 RNA-seq fold changes for male rats treated with acetamide for 7 days in experiment B. Supplementary Table S5

Supplementary Table S6 RNA-seq fold changes for male rats treated with acetamide for 28 days in experiment B. Supplementary Table S6

Supplementary Table S7 RNA-seq fold changes for female rats treated with acetamide for 7 days in experiment B. Supplementary Table S7

Supplementary Table S8 RNA-seq fold changes for female rats treated with acetamide for 28 days in experiment B. Supplementary Table S8

## Author contributions

R.N., B.B., F.T., B.G., J.K., T.Z., and V·B., conceived of and designed the experiments. S.K., K.,K., J.K., L.A., and B.P. performed all *in vivo* experiments. S.K., N.P. and N.K. performed sequencing experiments. R.N., M.B., M.A., P.M., and K.T., performed subsequent analysis of RNA-seq data. R.N., B.B., F.T., M.B., M.A., P.M., K.B., B.G., J.K., T.Z., and V.B contributed to the interpretation of the data. The initial manuscript draft was prepared by R.N. and all co-authors reviewed and provided input.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## References

[bb0005] IARC (1999). Re-evaluation of some organic chemicals, hydrazine and hydrogen peroxide. Proceedings of the IARC working group on the evaluation of carcinogenic risks to humans. Lyon, France, 17–24 February 1998. IARC Monographs on the Evaluation of Carcinogenic Risks to Humans.

[bb0010] NTP (2004). A National Toxicology Program for the 21st Century: A Roadmap to Achieve the NTP Vision..

[bb0015] NTP (2018). Research Report on National Toxicology Program Approach to Genomic Dose-response Modeling.

[bb0020] Abbott P.J., Mattia A., Renwick A.J., DiNovi M. (2006). Aliphatic and aromatic amines and amides. Safety Evaluation of Certain Food Additives.

[bb0025] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[bb0030] Andersen M.E., Clewell H.J., Bermudez E., Willson G.A., Thomas R.S. (2008). Genomic signatures and dose-dependent transitions in nasal epithelial responses to inhaled formaldehyde in the rat. Toxicol. Sci..

[bb0035] Andersen M.E., Clewell H.J., Bermudez E., Dodd D.E., Willson G.A., Campbell J.L., Thomas R.S. (2010). Formaldehyde: integrating dosimetry, cytotoxicity, and genomics to understand dose-dependent transitions for an endogenous compound. Toxicol. Sci..

[bb0040] Bals B., Murnen H., Allen M., Dale B. (2010). Ammonia fiber expansion (AFEX) treatment of eleven different forages: improvements to fiber digestibility in vitro. Anim. Feed Sci. Technol..

[bb0045] Bals B., Teymouri F., Haddad D., Julian W.A., Vismeh R., Jones A.D., Mor P., Van Soest B., Tyagi A., VandeHaar M., Bringi V. (2019). Presence of Acetamide in Milk and beef from cattle consuming AFEX-treated crop residues. J. Agric. Food Chem..

[bb0050] Barton-Maclaren T.S., Westphal M., Sarwar E., Mattison D., Chiu W.A., Dix D., Kavlock R., Krewski D. (2017). Challenges and opportunities in the risk assessment of existing substances in Canada: lessons learned from the international community. Int. J. Risk Assess. Manag..

[bb0055] Bercu J.P., Jolly R.A., Flagella K.M., Baker T.K., Romero P., Stevens J.L. (2010). Toxicogenomics and cancer risk assessment: a framework for key event analysis and dose-response assessment for nongenotoxic carcinogens. Regul. Toxicol. Pharmacol. : RTP.

[bb0060] Bercu J.P., Galloway S.M., Parris P., Teasdale A., Masuda-Herrera M., Dobo K., Heard P., Kenyon M., Nicolette J., Vock E., Ku W., Harvey J., White A., Glowienke S., Martin E.A., Custer L., Jolly R.A., Thybaud V. (2018). Potential impurities in drug substances: compound-specific toxicology limits for 20 synthetic reagents and by-products, and a class-specific toxicology limit for alkyl bromides. Regul. Toxicol. Pharmacol. : RTP.

[bb0065] Bhat V.S., Hester S.D., Nesnow S., Eastmond D.A. (2013). Concordance of transcriptional and apical benchmark dose levels for conazole-induced liver effects in mice. Toxicol. Sci..

[bb0070] Bogen K., Nault R., Bringi V. (2019). Unpublished. PBPK Analysis of acetamide..

[bb0075] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[bb0080] Chepelev N.L., Moffat I.D., Labib S., Bourdon-Lacombe J., Kuo B., Buick J.K., Lemieux F., Malik A.I., Halappanavar S., Williams A., Yauk C.L. (2015). Integrating toxicogenomics into human health risk assessment: lessons learned from the benzo[a]pyrene case study. Crit. Rev. Toxicol..

[bb0085] Chieli E., Aliboni F., Saviozzi M., Malvaldi G. (1987). Induction of micronucleated erythrocytes by primary thioamides and their metabolites in the mouse. Mutat. Res..

[bb0090] Clewell H.J., Efremenko A., Campbell J.L., Dodd D.E., Thomas R.S. (2014). Transcriptional responses in the rat nasal epithelium following subchronic inhalation of naphthalene vapor. Toxicol. Appl. Pharmacol..

[bb0095] Cohen S.M. (2010). Evaluation of possible carcinogenic risk to humans based on liver tumors in rodent assays: the two-year bioassay is no longer necessary. Toxicol. Pathol..

[bb0100] Cohen S.M., Ellwein L.B. (1990). Cell proliferation in carcinogenesis. Science.

[bb0105] Corton J.C., Cunningham M.L., Hummer B.T., Lau C., Meek B., Peters J.M., Popp J.A., Rhomberg L., Seed J., Klaunig J.E. (2014). Mode of action framework analysis for receptor-mediated toxicity: the peroxisome proliferator-activated receptor alpha (PPARalpha) as a case study. Crit. Rev. Toxicol..

[bb0110] De Boeck M., van der Leede B.J., Van Goethem F., De Smedt A., Steemans M., Lampo A., Vanparys P. (2005). Flow cytometric analysis of micronucleated reticulocytes: time- and dose-dependent response of known mutagens in mice, using multiple blood sampling. Environ. Mol. Mutagen..

[bb0115] Dessau F.I., Jackson B. (1955). Acetamide-induced liver cell alterations in rats. Lab. Invest..

[bb0120] Dragan Y.P., Bidlack W.R., Cohen S.M., Goldsworthy T.L., Hard G.C., Howard P.C., Riley R.T., Voss K.A. (2001). Implications of apoptosis for toxicity, carcinogenicity, and risk assessment: fumonisin B(1) as an example. Toxicol. Sci..

[bb0125] Dybing E., Soderlund E.J., Gordon W.P., Holme J.A., Christensen T., Becher G., Rivedal E., Thorgeirsson S.S. (1987). Studies on the mechanism of acetamide hepatocarcinogenicity. Pharmacol. Toxicol..

[bb0130] EFSA (2014). Modern methodologies and tools for human hazard assessment of chemicals. EFSA J..

[bb0135] Eldridge S.R., Goldsworthy T.L., Popp J.A., Butterworth B.E. (1992). Mitogenic stimulation of hepatocellular proliferation in rodents following 1,4-dichlorobenzene administration. Carcinogenesis.

[bb0140] Elmore S.A., Dixon D., Hailey J.R., Harada T., Herbert R.A., Maronpot R.R., Nolte T., Rehg J.E., Rittinghausen S., Rosol T.J., Satoh H., Vidal J.D., Willard-Mack C.L., Creasy D.M. (2016). Recommendations from the INHAND apoptosis/necrosis working group. Toxicol. Pathol..

[bb0150] Farmahin R., Gannon A.M., Gagne R., Rowan-Carroll A., Kuo B., Williams A., Curran I., Yauk C.L. (2019). Hepatic transcriptional dose-response analysis of male and female Fischer rats exposed to hexabromocyclododecane. Food Chem. Toxicol..

[bb0145] Farmahin R., Williams A., Kuo B., Chepelev N.L., Thomas R.S., Barton-Maclaren T.S., Curran I.H., Nong A., Wade M.G., Yauk C.L. (2017). Recommended approaches in the application of toxicogenomics to derive points of departure for chemical risk assessment. Arch. Toxicol..

[bb0155] Flaks B., Trevan M.T., Flaks A. (1983). An electron microscope study of hepatocellular changes in the rat during chronic treatment with acetamide. Parenchyma, foci and neoplasms. Carcinogenesis.

[bb0160] Fleischman R.W., Baker J.R., Hagopian M., Wade G.G., Hayden D.W., Smith E.R., Weisburger J.H., Weisburger E.K. (1980). Carcinogenesis bioassay of acetamide, hexanamide, adipamide, urea and P-tolylurea in mice and rats. J. Environ. Pathol. Toxicol..

[bb0165] Gitter S. (1956). The influence of acetamide on citrate accumulation after fluoroacetate poisoning. Biochem. J..

[bb0170] Goncharov N.V., Jenkins R.O., Radilov A.S. (2006). Toxicology of fluoroacetate: a review, with possible directions for therapy research. J. Appl. toxicol. : JAT.

[bb0175] Haber L.T., Dourson M.L., Allen B.C., Hertzberg R.C., Parker A., Vincent M.J., Maier A., Boobis A.R. (2018). Benchmark dose (BMD) modeling: current practice, issues, and challenges. Crit. Rev. Toxicol..

[bb0180] Hall A.P., Elcombe C.R., Foster J.R., Harada T., Kaufmann W., Knippel A., Kuttler K., Malarkey D.E., Maronpot R.R., Nishikawa A., Nolte T., Schulte A., Strauss V., York M.J. (2012). Liver hypertrophy: a review of adaptive (adverse and non-adverse) changes--conclusions from the 3rd international ESTP expert workshop. Toxicol. Pathol..

[bb0185] Hardy A., Benford D., Halldorsson T., Jeger M.J., Knutsen K.H., More S., Mortensen A., Naegeli H., Noteborn H., Ockleford C., Ricci A., Rychen G., Silano V., Solecki R., Turck D., Aerts M., Bodin L., Davis A., Edler L., Gundert-Remy U., Sand S., Slob W., Bottex B., Abrahantes J.C., Marques D.C., Kass G., Schlatter J.R. (2017). Update: use of the benchmark dose approach in risk assessment. EFSA J..

[bb0190] Hernandez L.G., van Steeg H., Luijten M., van Benthem J. (2009). Mechanisms of non-genotoxic carcinogens and importance of a weight of evidence approach. Mutat. Res..

[bb0195] Holsapple M.P., Pitot H.C., Cohen S.M., Boobis A.R., Klaunig J.E., Pastoor T., Dellarco V.L., Dragan Y.P. (2006). Mode of action in relevance of rodent liver tumors to human cancer risk. Toxicol. Sci..

[bb0200] Kawamoto T., Ito Y., Morita O., Honda H. (2017). Mechanism-based risk assessment strategy for drug-induced cholestasis using the transcriptional benchmark dose derived by toxicogenomics. J. Toxicol. Sci..

[bb0205] Klaunig J.E., Gehen S.C., Wang Z., Klein P.J., Billington R. (2015). Mechanism of 1,3-dichloropropene-induced rat liver carcinogenesis. Toxicol. Sci..

[bb0210] Kuleshov M.V., Jones M.R., Rouillard A.D., Fernandez N.F., Duan Q., Wang Z., Koplev S., Jenkins S.L., Jagodnik K.M., Lachmann A., McDermott M.G., Monteiro C.D., Gundersen G.W., Ma’ayan A. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[bb0215] Labib S., Williams A., Yauk C.L., Nikota J.K., Wallin H., Vogel U., Halappanavar S. (2016). Nano-risk science: application of toxicogenomics in an adverse outcome pathway framework for risk assessment of multi-walled carbon nanotubes. Part. Fibre Toxicol..

[bb0220] Lachmann A., Xu H., Krishnan J., Berger S.I., Mazloom A.R., Ma'ayan A. (2010). ChEA: transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. Bioinformatics.

[bb0225] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with bowtie 2. Nat. Methods.

[bb0230] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[bb0235] McMullen P.D., Bhattacharya S., Woods C.G., Sun B., Yarborough K., Ross S.M., Miller M.E., McBride M.T., LeCluyse E.L., Clewell R.A., Andersen M.E. (2014). A map of the PPARalpha transcription regulatory network for primary human hepatocytes. Chem. Biol. Interact..

[bb0240] McMullen P.D., Pendse S.N., Black M.B., Mansouri K., Haider S., Andersen M.E., Clewell R.A. (2019). Addressing systematic inconsistencies between in vitro and in vivo transcriptomic mode of action signatures. Toxicol. in Vitro.

[bb0245] Mirkova E.T. (1996). Activities of the rodent carcinogens thioacetamide and acetamide in the mouse bone marrow micronucleus assay. Mutat. Res..

[bb0250] Miura D., Kasahara Y., Morita K., Nakai Y., Hirabayashi K., Wada H., Takahashi Y., Izawa Y., Makita T. (1994). Acetamide induced neither bacterial gene mutations nor micronuclei in mice. MMS Communications.

[bb0255] Moffat I., Chepelev N., Labib S., Bourdon-Lacombe J., Kuo B., Buick J.K., Lemieux F., Williams A., Halappanavar S., Malik A., Luijten M., Aubrecht J., Hyduke D.R., Fornace A.J., Swartz C.D., Recio L., Yauk C.L. (2015). Comparison of toxicogenomics and traditional approaches to inform mode of action and points of departure in human health risk assessment of benzo[a]pyrene in drinking water. Crit. Rev. Toxicol..

[bb0260] Moore M.M., Gollapudi B., Nagane R., Khan N., Patel M., Khanvilkar T., Roy A.M., Ramesh E., Bals B., Teymouri F., Nault R., Bringi V. (2019). The food contaminant acetamide is not an in vivo clastogen, aneugen, or mutagen in rodent hematopoietic tissue. Regul. Toxicol. pharmacol. : RTP.

[bb0265] Morita T., Asano N., Awogi T., Sasaki Y.F., Sato S., Shimada H., Sutou S., Suzuki T., Wakata A., Sofuni T., Hayashi M. (1997). Evaluation of the rodent micronucleus assay in the screening of IARC carcinogens (groups 1, 2A and 2B) the summary report of the 6th collaborative study by CSGMT/JEMS MMS. Collaborative study of the micronucleus group test. Mammalian mutagenicity study group. Mutat. Res..

[bb0270] Pendse S., McMullen P. (2014). An interactive visualization tool to interpret transcriptomic data. Proceedings of the 6th Internation Conference on Bioinformatics and Computational Biology.

[bb0275] Phillips J.R., Svoboda D.L., Tandon A., Patel S., Sedykh A., Mav D., Kuo B., Yauk C.L., Yang L., Thomas R.S., Gift J.S., Davis J.A., Olysyzk L., Merrick B.A., Paules R.S., Parham F., Saddler T., Shah R.R., Auerbach S.S. (2019). BMDExpress 2: enhanced transcriptomic dose-response analysis workflow. Bioinformatics..

[bb0280] Pietrocola F., Galluzzi L., Bravo-San Pedro J.M., Madeo F., Kroemer G. (2015). Acetyl coenzyme a: a central metabolite and second messenger. Cell Metab..

[bb0285] Proudfoot A.T., Bradberry S.M., Vale J.A. (2006). Sodium fluoroacetate poisoning. Toxicol. Rev..

[bb0290] Putcha L., Griffith D.P., Feldman S. (1984). Disposition of 14C-acetohydroxamic acid and 14C-acetamide in the rat. Drug Metab. Dispos..

[bb0295] Slob W. (2017). A general theory of effect size, and its consequences for defining the benchmark response (BMR) for continuous endpoints. Crit. Rev. Toxicol..

[bb2000] Takeda Y., Tominaga T., Tei N., Kitamura M., Taga S. (1975). Inhibitory effect of L-arginine on growth of rat mammary tumors induced by 7,12-dimethylbenz(a)anthracene. Cancer Res.

[bb0300] Thomas R.S., Allen B.C., Nong A., Yang L., Bermudez E., Clewell H.J., Andersen M.E. (2007). A method to integrate benchmark dose estimates with genomic data to assess the functional effects of chemical exposure. Toxicol. Sci..

[bb0305] Thomas R.S., Clewell H.J., Allen B.C., Wesselkamper S.C., Wang N.C., Lambert J.C., Hess-Wilson J.K., Zhao Q.J., Andersen M.E. (2011). Application of transcriptional benchmark dose values in quantitative cancer and noncancer risk assessment. Toxicol. Sci..

[bb0310] Thomas R.S., Clewell H.J., Allen B.C., Yang L., Healy E., Andersen M.E. (2012). Integrating pathway-based transcriptomic data into quantitative chemical risk assessment: a five chemical case study. Mutat. Res..

[bb0315] Thomas R.S., Himmelstein M.W., Clewell H.J., Yang Y., Healy E., Black M.B., Andersen M.E. (2013). Cross-species transcriptomic analysis of mouse and rat lung exposed to chloroprene. Toxicol. Sci..

[bb0320] Thomas R.S., Wesselkamper S.C., Wang N.C., Zhao Q.J., Petersen D.D., Lambert J.C., Cote I., Yang L., Healy E., Black M.B., Clewell H.J., Allen B.C., Andersen M.E. (2013). Temporal concordance between apical and transcriptional points of departure for chemical risk assessment. Toxicol. Sci..

[bb0325] Vismeh R., Haddad D., Moore J., Nielson C., Bals B., Campbell T., Julian A., Teymouri F., Jones A.D., Bringi V. (2018). Exposure assessment of Acetamide in Milk, beef, and coffee using Xanthydrol derivatization and gas chromatography/mass spectrometry. J. Agric. Food Chem..

[bb0330] Wang Z., Neal B.H., Lamb J.C., Klaunig J.E. (2015). Mechanistic investigation of Toxaphene induced mouse liver tumors. Toxicol. Sci..

[bb0335] Wang Z., Li X., Klaunig J.E. (2017). Investigation of the mechanism of triclosan induced mouse liver tumors. Regul. Toxicol. Pharmacol. : RTP.

[bb0340] Wang Z., Li X., Wu Q., Lamb J.C.t., Klaunig J.E. (2017). Toxaphene-induced mouse liver tumorigenesis is mediated by the constitutive androstane receptor. J. Appl. Toxicol. : JAT.

[bb0345] Watanabe T., Suzuki T., Natsume M., Nakajima M., Narumi K., Hamada S., Sakuma T., Koeda A., Oshida K., Miyamoto Y., Maeda A., Hirayama M., Sanada H., Honda H., Ohyama W., Okada E., Fujiishi Y., Sutou S., Tadakuma A., Ishikawa Y., Kido M., Minamiguchi R., Hanahara I., Furihata C. (2012). Discrimination of genotoxic and non-genotoxic hepatocarcinogens by statistical analysis based on gene expression profiling in the mouse liver as determined by quantitative real-time PCR. Mutat. Res..

[bb0350] Webster A.F., Chepelev N., Gagne R., Kuo B., Recio L., Williams A., Yauk C.L. (2015). Impact of genomics platform and statistical filtering on transcriptional benchmark doses (BMD) and multiple approaches for selection of chemical point of departure (PoD). PLoS One.

[bb0355] Weisburger J.H., Yamamoto R.S., Glass R.M., Frankel H.H. (1969). Prevention by arginine glutamate of the carcinogenicity of acetamide in rats. Toxicol. Appl. Pharmacol..

[bb0360] Yauk C.L., Cheung C., Barton-Maclaren T.S., Boucher S., Bourdon-Lacombe J., Chauhan V., Gagné M., Gillespie Z., Halappanavar S., Honeyman M., Jones S.R., Jones-McLean E., Labib S., MacAulay J., Moore J., Paquette M., Petronella N., Semalulu S., Slot A., Vespa A., Woodland C. (2019). Evaluation of the Use of Toxicogenomics in Risk Assessment at Health Canada.

[bb0365] Zhou Y.H., Cichocki J.A., Soldatow V.Y., Scholl E.H., Gallins P.J., Jima D., Yoo H.S., Chiu W.A., Wright F.A., Rusyn I. (2017). Editor's highlight: comparative dose-response analysis of liver and kidney transcriptomic effects of trichloroethylene and tetrachloroethylene in B6C3F1 mouse. Toxicol. Sci..

# Supplementary material for: A toxicogenomic approach for the risk assessment of the food contaminant acetamide
**Source:** Toxicol Appl Pharmacol. 2020 Feb 1;388:114872. doi: 10.1016/j.taap.2019.114872
**Supplement:** Supplementary Fig. S1 — Frequency distribution of absolute fold changes of genes differentially expressed (|fold change| ≥ 1.5 & FDR ≤ 0.05) in Wistar rats gavaged daily with acetamide. Fold changes from the highest dose group (1500 mkd) was used to calculate frequency, expressed as percent of DEGs.

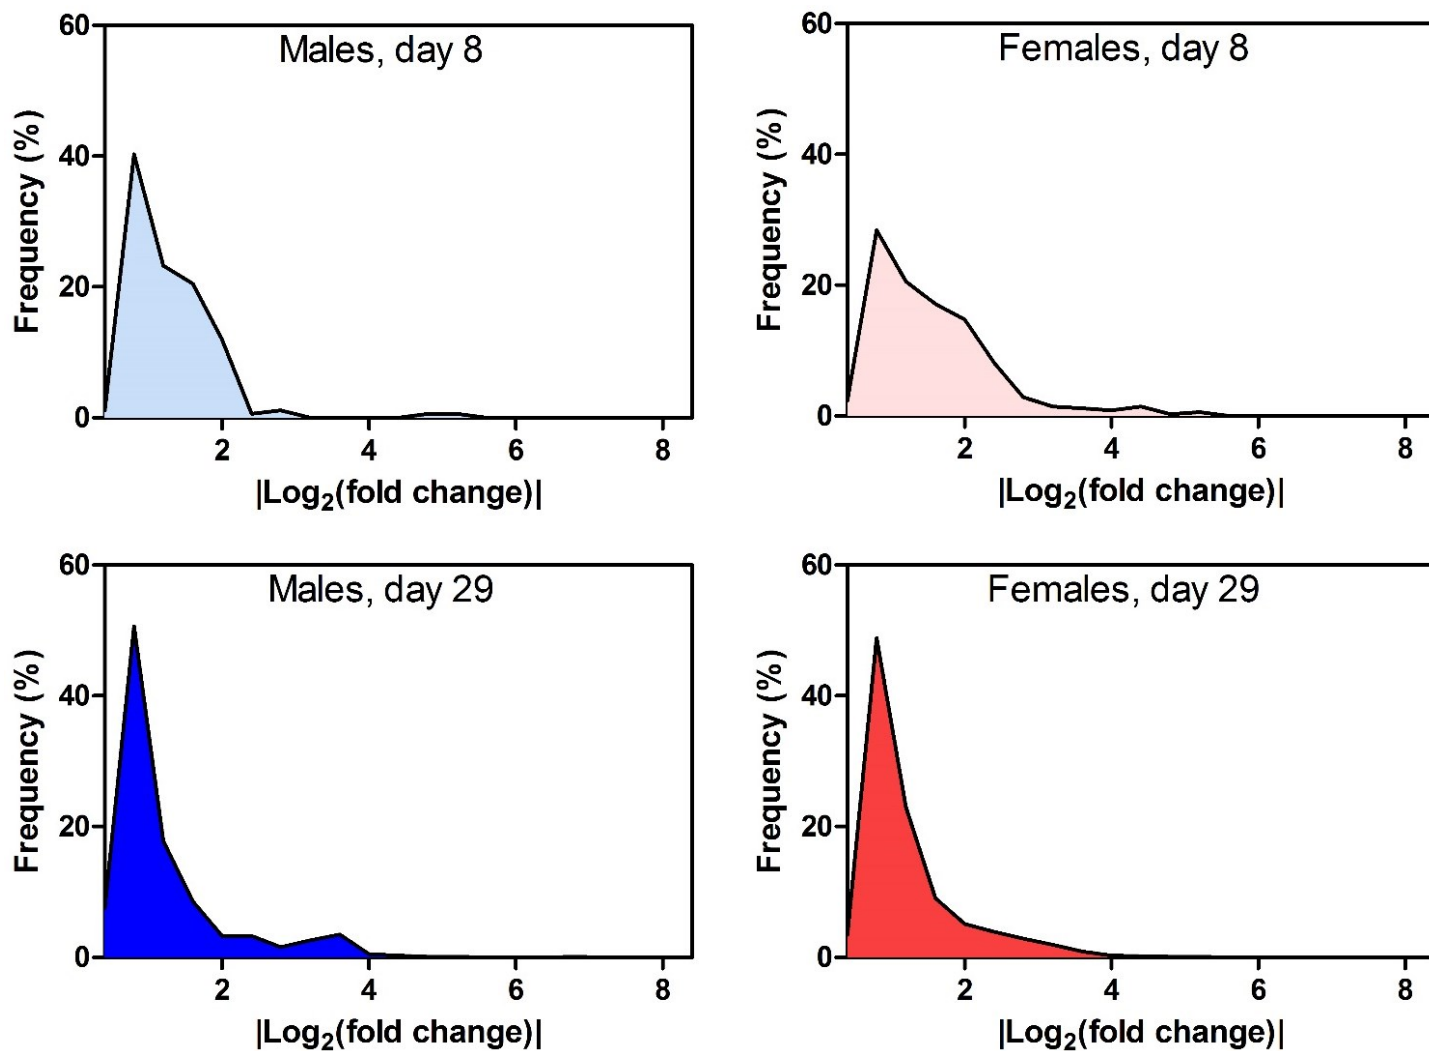

**Figure S1.** Frequency distribution of absolute fold changes of genes differentially expressed ( $|\text{fold change}| \geq 1.5$  &  $\text{FDR} \leq 0.05$ ) in Wistar rats gavaged daily with acetamide. Fold changes from the highest dose group (1500 mkg) was used to calculate frequency, expressed as percent of DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

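Liver RNA of 145 rats was measured by RNA-Seq in 5 data sets, 1 of experiment A (males, day 8) and 4 of experiment B (males and females, day 8 and day 29). Each data set holds a vehicle control and the dose groups, with 5 rats per group. The control males of day 29 carry the label of the other experiment and were taken as part of experiment B, where the paper's design places them. The per-sample columns left out number 0.

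The authors trimmed the reads, aligned them to the rat genome with Bowtie2 and counted them on genes with HTSeq, and they deposited these raw counts, with no normalization and no filter, for 17337 genes. The values were checked to be whole numbers. In experiment B the count tables also hold the HTSeq summary lines (reads on no gene, ambiguous or not unique), which make up 35.5 to 67.1% of the counts of a rat, with a median of 41.2%, and were left out of library sizes and tests. Reads on genes ranged from 15449716 to 39986531 per rat, with a median of 28262376. TMM factors lay between 0.735 and 1.91. Of the genes listed, 14821 have a symbol in the reference table, and 16946 with synonyms. There are 0 pairs of identical columns, and the highest correlation between 2 rats is 0.9901.

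Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes kept by its filter on low counts, and all groups of a data set in a single fit. A gene was called differentially expressed at a |fold change| of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05 within a comparison. The relaxed criteria were 1.4 and 0.1. Adjusted p of single genes are from edgeR unless another tool is named, and beside them the text gives how many treated rats lie beyond every control rat. Differences of the response between sexes, time-points and experiments were tested as interactions in edgeR. Overlaps were taken among genes tested in all data sets compared.

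The design, the tests, the gene lists and most alternatives were chosen before the data were examined, and the lists were written after the paper's tables had been read. Of the lists, 7 were tested at the highest dose by camera of limma 3.58.1 on voom values, with a preset inter-gene correlation of 0.01. They cover the cell cycle (the S and G2/M genes that come with the R package Seurat, 87 in the files), amino acid metabolism (44), lipid synthesis (41), PPARα targets (34), p53 targets (21), NRF2 targets (21) and the interferon response (38). Another 10 lists of markers (macrophages 12, T and NK cells 11, B cells 4, erythroid cells 9, neutrophils 8, cholangiocytes 5, stellate cells 9, endothelial cells 7, hepatocytes 10 and the circadian clock 12) were tested the same way. List medians are on the voom scale. The genes named in the text are those the paper names and, at the highest dose, the 3 most changed genes each way among those called, with all treated rats beyond all control rats and a mean of at least 1 CPM. A fold change against a control group with at most 3 counts in every rat is given as a lower bound.

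The cell cycle score is the mean log2 CPM (prior count 2) of the cell cycle list. It was related to dose by Pearson's and Spearman's correlation, with two-sided permutation p from 1e+05 resamples, 20000 for the alternatives. Shares carry Wilson 95% intervals. These intervals and the floor of 3 counts cover counting error only.

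Benchmark doses were computed by code written for this purpose. The Hill, power, second-degree polynomial and exponential 2 to 5 models were fitted to log2 CPM by least squares, and the best was taken by AIC, without the third-degree polynomial and the hierarchical choice that the paper describes. The benchmark response was 1.349 model SD, and the limits are those of the 90% profile likelihood interval. Genes needed counts in every rat, a |fold change| of at least 1.5, a goodness of fit p above 0.1, a BMDU to BMDL ratio under 40 and a BMD of at most the highest dose. Medians were taken over the 20 genes with the largest fold changes, the 20 most induced, the 20 most repressed, the genes between the 25th and the 75th percentile of the BMD, and the cell cycle list.

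The alternatives were the Wald test of DESeq2 1.42.0, DESeq2's size factors, no filter, at least 10 counts in every rat, the replicate number as a block, only the control and the tested dose in the fit, and leaving out each rat or replicate. The counts of alternatives and the ranges of the adjusted p of single genes cover the fits that leave out 1 rat and not those that leave out a replicate of every group, unless these are named. For the lists, fry and an estimated correlation were tried. For the score, z-scores were tried. For benchmark doses, a prior count of 0.5, DESeq2's size factors, no Hill model and an F-test first were tried. A clock score as covariate and the difference between the experiments were added after seeing the data. Results of fits across many genes were also compared with 100 splits of the rats or shuffled dose labels.

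The steps were tested on simulated data. Of genes changed 3-fold between 5 rats and 5 others in a fit of 30 rats, edgeR called 96%, and of those changed 2-fold 82%, with 7 unchanged genes called. DESeq2 called 97 and 85%, with 17 unchanged genes. The interaction test found 88% of 3-fold changes. The changed genes were drawn only from genes with high mean counts. Every gene was simulated independently, with no rat that stood apart over many genes. These shares are thus not the power in the real data, where edgeR and DESeq2 differed far more. Of the 7 gene lists, 1 was raised 2-fold and the others, with 257 genes together, were left unchanged. Among these unchanged lists, camera called 0, and camera with the estimated correlation and fry called 1 each. With genes drawn independently, these calls cannot show how the preset correlation performs on lists of correlated genes. Of 2000 unchanged genes, 21 passed the benchmark dose filters. Among simulated dose responses, 79.0 to 84.8% of the benchmark dose intervals held the true value with the true model alone, and 43.2 to 67.8% with all models fitted.

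Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The ontology and transcription factor databases, the paper's benchmark dose program and the dose model behind D1* were not used here. The supplementary gene tables at hand list 1996 genes each of full tables of 14287 to 14581, so single genes were read from them and no overlap was tested. The result of 1 gene that the rule for named genes selects is not reported here.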

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

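A sample is taken up here where its gap to the nearest of the others in its group of 5, divided by the range, is past Dixon's 95% value. That was so in 33 of 197 groups, where chance gives about 1 in 20, or 9.85. The named genes gave 27 of 139 (6.95 by chance), the cell cycle score 3 of 29 and the total counts 3 of 29 (1.45 by chance for each). The tests of a larger library, a swapped library, a male pattern and a mixed sample were chosen after the results were seen.

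Male replicate 3 at 1500 mkd on day 29 stood apart in 6 values. Its cell cycle score was 4.801, and its CPM was 243.3 for Mki67, 170.4 for Kif20a, 3.912 for Cdc7, 216.4 for Acot1 and 92.41 for Acsm2a. Against the other 4 rats of its group, the median log2 difference was 2.73 over 83 cell cycle genes, of which 82 were higher. Its total of 24937813 counts lay among those of the other 4 (23805669 to 39986531), which argues against a larger library. Male-specific genes stood at a median of 20.5% of the male control level, against 77.9 to 90.9% in the other 4, which is low for the group but far above the level of females, and argues against a swap with a female. RNA of proliferating blood or immune cells as a part of this stays open. The 7 T and NK cell markers that the liver expresses had a median log2 difference of 1.34, and liver cells of their own can hold them. The erythroid markers had -2.28. The paper counts its Ki67 labeling index over hepatocytes, and that of this rat was far above all other rats. By the paper, its mitotic index was not increased. The labeling thus places Ki67 in hepatocytes of this rat, while an added share of other cells is not excluded. Of the other lists, macrophage had 0.97, B cell 0.62, neutrophil 0.03, cholangiocyte 0.49, stellate 0.44, endothelial 1.27, hepatocyte -1.21, circadian -0.94 and interferon 0.34. A stronger response of this rat to the dose is untested. Without treated replicate 3, the count at 1500 mkd in males day 29 was 687 against 554 with all rats.

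In the female at 300 mkd on day 29, replicate 3, 15 genes expressed in males and near absent in females reached a median of 1.59% of the male control level, in a comparison that the paper does not report. Among the other 59 females of experiment B, those of day 29 had at most 0.149%. Those of day 8 had at most 0.323%, over the 18 such genes of that day. The CPM of Cyp2c11 was 35.7, or 2.52% of the male level, and the shares ran from 0.984% for Cyp4a2 to 5.34% for Stac3. The Y chromosome gene Eif2s3y had 19 counts, or 1.96% of the male level, against at most 4 counts in the other 59 females. A male pattern of expression in a female rat would not give these, so they argue against it, on 1 gene in 1 library. Male liver RNA or reads in the library is a candidate explanation that stays open. The highest share was 5.42 times the lowest, while the same spread was 1.55 to 3.64 in single control males and up to 126 in dosed males, so a single male source cannot be told apart from other ones.

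In females day 29, replicate 5 at 1500 mkd had the lowest cell cycle score of its group, 1.937, with a CPM of 10.08 for Mki67 and 8.552 for Nqo1. Other rats of the data set that stood apart were replicate 2 at 1500 mkd for Acot1 (198.4), replicate 3 at 1500 mkd for Ifit1 (85.79), control replicate 3 for Acot1 (9.51) and control replicate 1 for Nqo1 (94.88). The cause was not tested, and no technical or biological explanation was tested for single genes.

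In females day 8, replicate 4 stood apart for Ifit1 at 1500 mkd (CPM of 472.1) and in the controls (58.74), and replicate 1 for Prom1 at 1500 mkd (10.94) and in the controls (25.56). Control replicate 2 stood apart for Cyp17a1 (197.6) and Nos1ap (8.634). Rats with the same replicate number in different groups are different rats. Replicate 1 at 750 mkd had a total of 16110000 counts (rounded), and TMM scales each library by its total. No explanation was tested for these values.

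In males day 8, the CPM that stood apart were 2.507 for Slc7a1 in replicate 3 and 2.029 for Atp13a5 in replicate 2 at 1500 mkd, and 23.24 for Ifit1 in replicate 2 and 1.585 for Prom1 in replicate 5 of the controls. The cell cycle score of replicate 1 at 750 mkd was 1.956, and replicate 5 at 1500 mkd had a total of 33860000 counts (rounded). On day 29, they were in males 9.857 for Gstp1 in replicate 2 at 1000 mkd, and 7.424 for Slc7a1 in replicate 5 and 9.425 for Mki67 in replicate 1 of the controls, with a total of 39990000 counts (rounded) in replicate 5 at 1500 mkd. In experiment A, they were 3.341 for Chek2 in replicate 3 and 197.9 for Gbp4 in replicate 2 at 1000 mkd, and 13.88 for Lepr in control replicate 5. No explanation was tested for these values.

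For 2 of 197 pairs compared, every treated rat of one group lay above the mean log2 CPM of its controls and every treated rat of the other below that of its own. Prom1 differed by 2.28 in log2 between males and females on day 29, and the interaction of sex and dose gave -2.46 in edgeR (adjusted p = 0.379). Ifit1 differed by 5.83 between males on day 8 and on day 29, where the mean of the day 8 controls is raised by replicate 2 with 23.24 CPM. Ifit1 was not among the 11189 genes with counts enough for the test of this difference, so it was not tested. The days are different rats sampled at different times, so a difference of time cannot be parted here from one between the sampled sets.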

How the results depend on the processing

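Of 127 results that answer a comparison, 26 stayed on their side of the threshold, or within the spread between replicates, under every alternative run, and 121 were never reversed. Of 71 log2 fold changes of single genes, 27 stayed on their side throughout and 68 were never reversed. The cause of the changes below was not tested, except where fewer genes or rats enter by construction. The clock score as a covariate and the difference between the experiments were chosen after seeing the data.

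With DESeq2's Wald test in place of edgeR, differentially expressed genes at single doses numbered 1 against 0 at 300 mkd in experiment A; 1 against 0 at 500 mkd and 174 against 20 at 1500 mkd in males day 8; 2 against 0 at 300 mkd, 23 against 0 at 500 mkd, 309 against 88 at 750 mkd and 641 against 311 at 1000 mkd in males day 29; 11 against 2 at 500 mkd, 227 against 2 at 750 mkd, 259 against 158 at 1000 mkd and 341 against 81 at 1500 mkd in females day 8; 65 against 4 at 500 mkd, 158 against 21 at 750 mkd and 461 against 182 at 1000 mkd in females day 29. Those at any dose numbered 175 against 20 in males day 8, 1116 against 725 in males day 29 and 487 against 203 in females day 8. The overlap counts and shares were 59 against 6 for the shared genes, 105 against 57 for the shared genes under the relaxed criteria, 56 against 6 for the shared genes also called in experiment A, 93 against 53 for relaxed shared genes also called in experiment A, 8 against 2 for genes with opposite directions at 1500 mkd and 70.5 against 73.3 for the percent of genes with 1 sign in all data sets. The shares by size at 1500 mkd were 21.1% against 28.5% above 3-fold and 56.0% against 47.5% 1.5- to 2-fold in males day 29. Genes past a higher fold change in either sex on day 29 numbered 154 against 37 past 2-fold, 58 against 11 past 3-fold, 10 against 2 past 5-fold and 1 against 0 past 10-fold at 750 mkd; 382 against 207 past 2-fold, 107 against 64 past 3-fold and 2 against 4 past 10-fold at 1000 mkd. The other 20 of 52 results compared stayed on their side. Of the single genes, 6 of 70 passed the FDR threshold with DESeq2 and not with edgeR.

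The pairing of rats by replicate number was checked. In experiment A, replicates were numbered in order within a group, and at 100, 300 and 1000 mkd some or all numbers differ from the rats' labels. The pairs, the block and the replicates left out there thus join rats with different label numbers. Same-numbered rats of a data set had a median correlation of their deviations of 0.0316 in experiment A and 0.00765, 0.0271, -0.023 and 0.00708 in males day 8, males day 29, females day 8 and females day 29 (other pairs: -0.00607, -0.0102, -0.0047, -0.00857 and -0.00519). Between control and highest dose, 2, 4, 3, 3 and 3 of 5 such pairs had a correlation over 0.1, the highest 0.204, 0.307, 0.261, 0.336 and 0.191 and the lowest -0.0876, -0.0656, -0.249, -0.0213 and -0.143, so the numbers were not taken to pair the rats. With the replicate number as a replicate block, differentially expressed genes at single doses numbered 33 against 20 at 1500 mkd in males day 8; 178 against 88 at 750 mkd in males day 29; 0 against 1 at 300 mkd and 3 against 81 at 1500 mkd in females day 8. Those at any dose numbered 33 against 20 in males day 8 and 114 against 203 in females day 8. The overlap counts and shares were 12 against 6 for the shared genes and 12 against 6 for the shared genes also called in experiment A. The shares by size at 1500 mkd were 20.5% against 28.5% above 3-fold and 55.3% against 47.5% 1.5- to 2-fold in males day 29. Genes past a higher fold change in either sex on day 29 numbered 61 against 37 past 2-fold, 19 against 11 past 3-fold and 4 against 2 past 5-fold at 750 mkd; 12 against 19 past 5-fold and 1 against 4 past 10-fold at 1000 mkd; 17 against 57 past 10-fold at 1500 mkd. Genes with a different response numbered 500 against 0 between the experiments in males day 8. Of 92 results, 75 stayed on their side with this block, and 11 of 71 single genes no longer passed the FDR threshold.

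With only the control and the tested dose in the fit, differentially expressed genes at single doses numbered 11 against 20 at 1500 mkd in males day 8; 105 against 0 at 500 mkd, 26 against 88 at 750 mkd, 790 against 311 at 1000 mkd and 210 against 554 at 1500 mkd in males day 29; 0 against 1 at 300 mkd, 0 against 2 at 500 mkd, 102 against 2 at 750 mkd and 11 against 81 at 1500 mkd in females day 8; 0 against 4 at 500 mkd, 6 against 21 at 750 mkd and 488 against 1498 at 1500 mkd in females day 29. The adjusted p of the lists was 0.729 in males day 29, in the opposite direction for PPARα. Of 64 single genes, 23 no longer passed the FDR threshold in this smaller fit. With only genes of at least 10 counts in every rat, differentially expressed genes at single doses numbered 82 against 158 at 1000 mkd in females day 8; 7 against 4 at 500 mkd and 9 against 21 at 750 mkd in females day 29. Those at any dose numbered 115 against 203 in females day 8. The overlap counts and shares were 29 against 57 for the shared genes under the relaxed criteria, 25 against 53 for relaxed shared genes also called in experiment A and 75.9 against 73.3 for the percent of genes with 1 sign in all data sets. The shares by size at 1500 mkd were 17.3% against 28.5% above 3-fold and 59.4% against 47.5% 1.5- to 2-fold in males day 29; 10.6% against 18.4% above 3-fold and 61.5% against 51.7% 1.5- to 2-fold in females day 29. Genes past a higher fold change in either sex on day 29 numbered 3 against 11 past 3-fold and 0 against 2 past 5-fold at 750 mkd; 34 against 64 past 3-fold, 6 against 19 past 5-fold and 2 against 4 past 10-fold at 1000 mkd; 171 against 323 past 3-fold, 60 against 152 past 5-fold and 23 against 57 past 10-fold at 1500 mkd. The adjusted p of the lists was 0.791 in males day 29, in the opposite direction for PPARα. This filter leaves 9890 to 10040 genes, so lower counts follow in part from fewer genes tested, and 0 of the 52 single genes it keeps changed.

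With no filter on low counts, differentially expressed genes at single doses numbered 12 against 21 at 750 mkd in females day 29. The overlap counts and shares were 1 against 2 for genes with opposite directions at 1500 mkd. The shares by size at 1500 mkd were 23.5% against 18.4% above 3-fold and 48.6% against 51.7% 1.5- to 2-fold in females day 29. Genes past a higher fold change in either sex on day 29 numbered 1 against 0 past 10-fold at 750 mkd; 7 against 4 past 10-fold at 1000 mkd; 89 against 57 past 10-fold at 1500 mkd. Of the single genes, 4 of 71 no longer passed the FDR threshold. With DESeq2's size factors in edgeR, the overlap counts and shares were 1 against 2 for genes with opposite directions at 1500 mkd. The adjusted p of the lists was 0.960 in males day 29, in the opposite direction for PPARα. Of 92 results, 90 stayed on their side with these size factors.

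With the correlation estimated for each list, the adjusted p of the lists was 0.176 in experiment A, 0.139 in males day 8, 0.347 in males day 29, 0.176 in females day 8 and 0.139 in females day 29 for cell cycle; 0.248 in experiment A, 0.511 in males day 8, 0.176 in females day 8 and 0.267 in females day 29 for amino acid; 0.248 in experiment A, 0.176 in males day 8, 0.347 in males day 29, 0.347 in females day 8 and 0.378 in females day 29 for lipid synthesis; 0.341 in experiment A and 0.347 in males day 8 for PPARα; 0.176 in experiment A, 0.192 in males day 8 and 0.158 in females day 8 for p53; 0.250 in experiment A, 0.511 in males day 8, 0.248 in females day 8 and 0.347 in females day 29 for interferon. With fry in place of camera, the adjusted p of the lists was 0.397 in males day 8 for amino acid; 0.108 in males day 8 and 0.834 in males day 29, in the opposite direction for PPARα; 0.342 in males day 8 and 0.0554 in females day 8 for interferon; 0.0608 in males day 29 for cell cycle; 0.119 in males day 29, 0.138 in females day 8 and 0.0940 in females day 29 for lipid synthesis; 0.0377 in males day 29, now past 0.05 for NRF2.

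With an edgeR F-test over all doses at an FDR of at most 0.05 before the dose-response fits, the median BMDL was 265 mkd against 316 mkd for the 20 most repressed in experiment A; 350.1 mkd against 554 mkd for the 25th to 75th percentile in males day 29; 876 mkd against 266 mkd for the 20 largest fold changes and 876 mkd against 263 mkd for the 20 most induced in females day 8; 605 mkd against 486 mkd for the 20 most repressed in females day 29. Genes past the dose-response filters numbered 2 against 413 in males day 8, 311 against 937 in males day 29, 5 against 590 in females day 8 and 845 against 1682 in females day 29. Fewer genes than a set of 20 holds passed on day 8, so the values of these sets rest on the 2 and 5 genes that passed. The 20 most repressed genes gave no value in either sex on day 8, nor did the 25th to 75th percentile in males and the cell cycle list in females. With a prior count of 0.5, the median BMDL was 553 mkd against 486 mkd for the 20 most repressed in females day 29. DESeq2's size factors and leaving out the Hill model changed 0 of 30 results of the dose-response fits each, and z-scores in place of the mean log2 CPM changed 0 of 5 correlations of the cell cycle score.

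With a clock score as a covariate, chosen after seeing the data, differentially expressed genes at single doses numbered 77 against 20 at 1500 mkd in males day 8; 193 against 88 at 750 mkd in males day 29; 68 against 2 at 750 mkd and 353 against 158 at 1000 mkd in females day 8; 13 against 4 at 500 mkd and 58 against 21 at 750 mkd in females day 29. Those at any dose numbered 77 against 20 in males day 8 and 414 against 203 in females day 8.

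Leaving out 1 rat, or a replicate of every group, changed 70 of the 127 results in at least 1 of 930 fits. The counts at a dose lay in experiment A at 300 mkd from 0 (without control replicate 1 among others) to 1 (without treated replicate 2), males day 8 at 1500 mkd from 2 (without treated replicate 3) to 86 (without control replicate 5), males day 29 at 300 mkd from 0 (without control replicate 1 among others) to 2 (without control replicate 4) and males day 29 at 500 mkd from 0 (without control replicate 1 among others) to 2 (without treated replicate 1). Males day 29 at 750 mkd ran from 0 (without control replicate 1 among others) to 665 (without treated replicate 4), males day 29 at 1000 mkd from 1 (without treated replicate 2) to 860 (without treated replicate 1), males day 29 at 1500 mkd from 226 (without control replicate 2) to 687 (without treated replicate 3) and females day 8 at 300 mkd from 0 (without control replicate 1 among others) to 1 (without treated replicate 4 among others). Females day 8 at 500 mkd ran from 1 (without control replicate 1 among others) to 3 (without treated replicate 4), females day 8 at 750 mkd from 1 (without control replicate 1 among others) to 107 (without treated replicate 2), females day 8 at 1000 mkd from 2 (without treated replicate 5) to 202 (without treated replicate 3) and females day 8 at 1500 mkd from 1 (without control replicate 1 among others) to 426 (without treated replicate 1). Females day 29 at 500 mkd ran from 0 (without control replicate 5) to 36 (without control replicate 2), females day 29 at 750 mkd from 0 (without control replicate 1 among others) to 269 (without control replicate 3), females day 29 at 1000 mkd from 13 (without control replicate 1 among others) to 424 (without control replicate 3) and females day 29 at 1500 mkd from 802 (without treated replicate 2) to 1982 (without treated replicate 5). The counts at any dose lay in experiment A from 1393 (without replicate 2) to 2756 (without replicate 3), males day 8 from 0 (without replicate 4) to 41 (without replicate 5), males day 29 from 153 (without replicate 2) to 713 (without replicate 1) and females day 8 from 5 (without replicate 3) to 147 (without replicate 2). Females day 29 ran from 926 (without replicate 1) to 1553 (without replicate 5).

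Among the overlaps, leaving out a replicate moved the shared genes from 0 (without replicate 2 among others) to 2 (without replicate 5), shared genes under the relaxed criteria from 0 (without replicate 4) to 46 (without replicate 5), shared genes also called in experiment A from 0 (without replicate 2 among others) to 2 (without replicate 5) and relaxed shared genes also called in experiment A from 0 (without replicate 4) to 42 (without replicate 5). Genes called in any data set at 1500 mkd ran from 997 (without replicate 2) to 1779 (without replicate 5), genes with opposite directions at 1500 mkd from 0 (without replicate 1 among others) to 2 (without replicate 3 among others) and the percent of genes with 1 sign in all data sets from 65.5 (without replicate 4) to 78.6 (without replicate 1). The shares by size lay above 3-fold in males day 29 from 6.19% (without replicate 3) to 66.4% (without replicate 1), 1.5- to 2-fold in males day 29 from 20.3% (without replicate 1) to 60.5% (without replicate 3), above 3-fold in females day 29 from 20.9% (without replicate 3) to 30.1% (without replicate 1) and 1.5- to 2-fold in females day 29 from 39.1% (without replicate 1) to 52.7% (without replicate 2).

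On day 29, leaving out a replicate moved the count of genes past at least 2-fold at 750 mkd from 0 (without replicate 1 among others) to 143 (without replicate 4), at least 3-fold at 750 mkd from 0 (without replicate 1 among others) to 15 (without replicate 4), at least 5-fold at 750 mkd from 0 (without replicate 1 among others) to 1 (without replicate 4) and at least 2-fold at 1000 mkd from 23 (without replicate 4) to 266 (without replicate 1). For at least 3-fold at 1000 mkd it ran from 2 (without replicate 4) to 50 (without replicate 2), at least 5-fold at 1000 mkd from 0 (without replicate 4) to 12 (without replicate 2), at least 10-fold at 1000 mkd from 0 (without replicate 3 among others) to 3 (without replicate 2) and at least 2-fold at 1500 mkd from 485 (without replicate 2) to 927 (without replicate 5). For at least 10-fold at 1500 mkd it ran from 18 (without replicate 3) to 78 (without replicate 5). The count of genes with a different response lay between the sexes on day 29 from 0 (without replicate 1 among others) to 2 (without replicate 3) and between the experiments in males day 8 from 0 (without replicate 3 among others) to 249 (without replicate 2).

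The adjusted p of the lists, with 1 rat left out, lay for amino acid in males day 8 from 0.00688 (without control replicate 5) to 0.0952 (without control replicate 3), p53 in males day 8 from 0.00763 (without control replicate 1) to 0.117 (without control replicate 2), NRF2 in males day 8 from 0.649 (without control replicate 3) to 0.982 (without treated replicate 4), in the opposite direction without control replicate 1 at 0.924, without treated replicate 5 at 0.947, without control replicate 2 at 0.964 and without treated replicate 4 and interferon in males day 8 from 3.32e-06 (without treated replicate 2) to 0.264 (without treated replicate 4). For amino acid in males day 29 it ran from 0.00720 (without treated replicate 2) to 0.514 (without treated replicate 3), in the opposite direction without treated replicate 3, PPARα in males day 29 from 0.0777 (without treated replicate 4) to 0.949 (without control replicate 2), in the opposite direction without treated replicate 1 at 0.318, without control replicate 3 at 0.617, without treated replicate 3 at 0.654, without control replicate 4 at 0.662, without treated replicate 2 at 0.674, without treated replicate 5 at 0.947 and without control replicate 2, interferon in males day 29 from 0.204 (without treated replicate 1) to 0.992 (without treated replicate 4), in the opposite direction without treated replicate 5 at 0.432 and without control replicate 5 at 0.721 and PPARα in females day 8 from 0.0111 (without treated replicate 3) to 0.947 (without treated replicate 5), in the opposite direction without treated replicate 5. For NRF2 in females day 8 it ran from 0.452 (without control replicate 1) to 0.990 (without treated replicate 3), in the opposite direction without control replicate 4 at 0.989 and PPARα in females day 29 from 0.00588 (without control replicate 1) to 0.235 (without control replicate 3).

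Without a replicate, the median BMDL lay for the 20 largest fold changes in experiment A from 288 mkd (without replicate 2) to 453 mkd (without replicate 5), 20 most induced in experiment A from 351 mkd (without replicate 2) to 462 mkd (without replicate 3), 20 most repressed in experiment A from 252 mkd (without replicate 1) to 304 mkd (without replicate 4) and 25th to 75th percentile in experiment A from 413 mkd (without replicate 1) to 453 mkd (without replicate 4). For the cell cycle list in experiment A it ran from 214 mkd (without replicate 1) to 447 mkd (without replicate 4), 20 largest fold changes in males day 8 from 280.1 mkd (without replicate 5) to 847 mkd (without replicate 2), 20 most induced in males day 8 from 263 mkd (without replicate 5) to 817 mkd (without replicate 2) and 25th to 75th percentile in males day 8 from 742 mkd (without replicate 5) to 804 mkd (without replicate 4). For the cell cycle list in males day 8 it ran from 327 mkd (without replicate 5) to 862 mkd (without replicate 4), 20 largest fold changes in males day 29 from 236 mkd (without replicate 3) to 923 mkd (without replicate 2), 20 most induced in males day 29 from 226 mkd (without replicate 3) to 1031 mkd (without replicate 2) and cell cycle list in males day 29 from 137 mkd (without replicate 3) to 996 mkd (without replicate 2). For the 20 most induced in females day 8 it ran from 134 mkd (without replicate 4) to 610.1 mkd (without replicate 5), 20 most repressed in females day 8 from 389 mkd (without replicate 3) to 571 mkd (without replicate 5), 25th to 75th percentile in females day 8 from 455 mkd (without replicate 2) to 754 mkd (without replicate 5) and cell cycle list in females day 8 from 175 mkd (without replicate 5) to 345 mkd (without replicate 1). For the 20 most repressed in females day 29 it ran from 492 mkd (without replicate 5) to 578 mkd (without replicate 3).

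Of the single genes, 41 of 71 changed side in at least 1 of 710 fits without a rat, and 3 reversed. At 1500 mkd, the log2 fold change lay for Slc7a1 in males day 8 from -0.53 (without treated replicate 3) to 0.22 (without control replicate 5), Ifit1 in females day 8 from -1.90 (without treated replicate 4) to 5.50 (without control replicate 4) and Cyp17a1 in females day 8 from -0.0391 (without treated replicate 2) to 0.67 (without control replicate 2). Genes with too few reads for edgeR's filter were not tested.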

Differences from the paper's values

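For each value, the alternatives set before the data were examined that bring it within the criteria used for a difference are named, and the others did not. DEGs are differentially expressed genes.

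The counts of experiment A were as follows. At 300 mkd, 0 up-regulated DEGs here against the paper's 1 (1 with DESeq2 and without treated replicate 2).

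The counts of males day 8 were as follows. At 500 mkd, 0 down-regulated DEGs here against the paper's 1 (1 with DESeq2), at 1500 mkd, 16 up-regulated DEGs here against the paper's 129 (127 with DESeq2) and at 1500 mkd, 4 down-regulated DEGs here against the paper's 47 (47 with DESeq2 and 33 without treated replicate 5). DEGs at any dose numbered 20 here against the paper's 176 (175 with DESeq2).

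The counts of males day 29 were as follows. At 300 mkd, 0 up-regulated DEGs here against the paper's 1 (1 with DESeq2 and without control replicate 4), at 300 mkd, 0 down-regulated DEGs here against the paper's 1 (1 with DESeq2 and without control replicate 4) and at 500 mkd, 0 up-regulated DEGs here against the paper's 1 (1 with DESeq2 and without treated replicate 1). At 500 mkd, 0 down-regulated DEGs here against the paper's 21 (22 with DESeq2), at 750 mkd, 28 up-regulated DEGs here against the paper's 62 (58 with DESeq2) and at 750 mkd, 60 down-regulated DEGs here against the paper's 237 (251 with DESeq2). At 1000 mkd, 107 up-regulated DEGs here against the paper's 222 (222 with DESeq2, 154 with the replicate block and 185 without treated replicate 1), at 1000 mkd, 204 down-regulated DEGs here against the paper's 418 (419 with DESeq2, 281 with no filter, 295 with the replicate block and 449 with only the control and the tested dose) and at 1500 mkd, 198 down-regulated DEGs here against the paper's 341 (342 with DESeq2, 230 with DESeq2's size factors and 271 with no filter). DEGs at any dose numbered 725 here against the paper's 1110 (1116 with DESeq2, 762 with DESeq2's size factors, 742 with no filter and 767 with the replicate block).

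The counts of females day 8 were as follows. At 300 mkd, 1 up-regulated DEGs here against the paper's 0 (0 with the replicate block, only the control and the tested dose, without control replicate 1, without control replicate 2, without control replicate 3, without control replicate 4, without control replicate 5, without treated replicate 1, without treated replicate 2 and without treated replicate 3), at 300 mkd, 0 down-regulated DEGs here against the paper's 1 (none of the alternatives closed this gap) and at 500 mkd, 1 up-regulated DEGs here against the paper's 6 (7 with DESeq2). At 750 mkd, 1 up-regulated DEGs here against the paper's 146 (148 with DESeq2), at 750 mkd, 1 down-regulated DEGs here against the paper's 79 (79 with DESeq2) and at 1000 mkd, 118 up-regulated DEGs here against the paper's 1679 (none of the alternatives closed this gap, DESeq2 gave 179, and the paper's total at any dose of this data set is 485). At 1000 mkd, 40 down-regulated DEGs here against the paper's 80 (80 with DESeq2), at 1500 mkd, 60 up-regulated DEGs here against the paper's 261 (261 with DESeq2, 308 without treated replicate 1 and 277 without treated replicate 5) and at 1500 mkd, 21 down-regulated DEGs here against the paper's 80 (80 with DESeq2 and 118 without treated replicate 1). DEGs at any dose numbered 203 here against the paper's 485 (487 with DESeq2).

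The counts of females day 29 were as follows. At 500 mkd, 4 up-regulated DEGs here against the paper's 52 (58 with DESeq2), at 500 mkd, 0 down-regulated DEGs here against the paper's 6 (7 with DESeq2, 4 without control replicate 2 and 8 without control replicate 3) and at 750 mkd, 19 up-regulated DEGs here against the paper's 109 (110 with DESeq2 and 147 without control replicate 3). At 750 mkd, 2 down-regulated DEGs here against the paper's 48 (48 with DESeq2), at 1000 mkd, 141 up-regulated DEGs here against the paper's 352 (352 with DESeq2 and 316 without control replicate 3) and at 1000 mkd, 41 down-regulated DEGs here against the paper's 109 (109 with DESeq2, 83 without control replicate 2 and 108 without control replicate 3).

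Genes shared by all 4 data sets of experiment B numbered 6 here against the paper's 61 (59 with DESeq2), and under the relaxed criteria 57 against the paper's 107 (105 with DESeq2). Of the shared genes, 6 were called in experiment A against the paper's 58 (56 with DESeq2). Genes of the union past the relaxed criteria numbered 115 in males day 8 against about 280 in Fig. 3A, read by eye (274 with DESeq2), and 352 in females day 8 against about 630 in Fig. 3A, read by eye (638 with DESeq2). The rank of Acot1 among the up-regulated genes was 7 in females day 8 against the paper's 15 (14 with DESeq2) and 3 in females day 29 against the paper's 6 (6 with DESeq2).

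The exponential 2 model was the best fit to 66.9% of the genes in experiment A against the paper's 37.4% (none of the alternatives closed this gap). In experiment B its lowest share was 57.6% against the paper's 23% (27.0 with the F-test first) and its highest, in males day 8, 70.0% against the paper's 39% (54.2 with the F-test first, in females day 29). With the F-test first, 2 genes were left in males day 8 and 5 in females day 8. The lowest share of the Hill model there was 1.53% against the paper's 13% (none of the alternatives closed this gap), and the highest 10.7% against the paper's 21% (15.0 without replicate 4). With the F-test first, the share of the Hill model was 24.4% of 311 genes in males day 29, 5.33% of 845 in females day 29 and 50% of the 2 genes in males day 8. The highest median BMDL of the 20 most repressed genes was 862 mkd, in males day 8, against the paper's 477 mkd (700.4 without replicate 1). With the F-test first, no repressed gene was left in males day 8 or females day 8, and the highest value was 605 mkd, in females day 29, where it was 486 mkd without this test. The lowest median BMDL of the cell cycle list was 328 mkd against the paper's 185 mkd for its cell cycle genes (214 without replicate 1, 288 without replicate 2, 137 without replicate 3 and 175 without replicate 5).

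Genes differentially expressed in either sex on day 29 numbered 207 past 2-fold at 1000 mkd against about 400 in Fig. 6D, read by eye (382 with DESeq2), 37 past 2-fold at 750 mkd against about 160 in Fig. 6D, read by eye (154 with DESeq2 and 143 without replicate 4), 323 past 3-fold at 1500 mkd against about 490 in Fig. 6D, read by eye (386 with DESeq2, 406 with no filter, 351 without replicate 4 and 394 without replicate 5) and 152 past 5-fold at 1500 mkd against about 240 in Fig. 6D, read by eye (194 with DESeq2, 214 with no filter and 190 without replicate 5).

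Some genes that the paper names as changed were not called here. The settings that call them are given with the adjusted p. Hebp2 had an adjusted p of 0.101 at 300 mkd in experiment A, and passed with DESeq2 (7.35e-06), without treated replicate 2 (0.00317) and without replicate 2 of every group (0.00814). Slc7a1 had 0.0692 at 1500 mkd in males day 29, and passed with DESeq2 (0.0351), without control replicate 3 (0.0500), without control replicate 4 (0.0465) and without treated replicate 3 (0.0336). Akr1b8 had 0.0607 at 1500 mkd in females day 29, and passed with DESeq2 (0.0409), without treated replicate 5 (0.0409), without replicate 3 of every group (0.0330) and without replicate 5 of every group (0.0478). Rnd1 had 0.0831 at 1500 mkd in females day 8, and passed with DESeq2 (0.0231), without treated replicate 1 (0.0251) and without treated replicate 5 (0.0255). Tes in males day 29 came closest at 1000 mkd (0.0670), where it passed with DESeq2 (0.0395) and with only the control and the tested dose in the fit (0.0385). Car3 in females day 8 came closest at 750 mkd (0.0656), where it passed with DESeq2 (0.00624), with only the control and the tested dose in the fit (0.0311) and without treated replicate 2 (0.0497).

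The paper's text gives Gstp1 in males day 29 as increased at a single dose, while the paper's supplementary table has it past the criteria at 750 and 1500 mkd too, as it was here (log2 fold changes of 0.87 and 0.95). The paper gives Sod1 and Gpx1 as unchanged, while Gpx1 had a log2 fold change of -0.86 at 1000 mkd in experiment A and -0.70 at 1500 mkd in females day 29, and Sod1 of -0.63 at 1000 mkd in experiment A, all past the criteria. The values that the paper's text prints as folds for Acot1 and Ifit1 are on the scale of the log2 fold changes given here.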

Other observations

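The splits for the counts at single doses and for the gene lists in experiment A, males day 8 and males day 29 were chosen after the results were seen, as were the tests of the clock phase, of the share of hepatocytes, and of 1 rat and another stock or time in experiment A.

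Each result of a fit across all genes was set against 100 splits of the rats, the real split included. Splits with as many differentially expressed genes as the real one numbered 1 for the 2424 at 1000 mkd in experiment A; 2 for the 20 at 1500 mkd in males day 8; 2 for the 88 at 750 mkd, 2 for the 311 at 1000 mkd and 2 for the 554 at 1500 mkd in males day 29; 2 for the 1 at 300 mkd, 1 for the 2 at 500 mkd, 1 for the 2 at 750 mkd, 1 for the 158 at 1000 mkd and 3 for the 81 at 1500 mkd in females day 8; 8 for the 4 at 500 mkd, 4 for the 21 at 750 mkd, 5 for the 182 at 1000 mkd and 3 for the 1498 at 1500 mkd in females day 29. With the dose labels shuffled over the rats, as many genes at any dose came in 1, 4, 2, 1 and 1 of 100, and as many past the benchmark dose filters in 1, 2, 1, 1 and 1, in experiment A, males day 8, males day 29, females day 8 and females day 29. As many genes shared by the 4 data sets came in 1 of 100, and as many with opposite directions in 1. Of these 26 counts, 24 had a share under 5 of 100.

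For genes past a higher fold change in either sex on day 29, the splits with as many were 4 past 2-fold, 4 past 3-fold, 5 past 5-fold and 100 past 10-fold at 750 mkd; 2 past 2-fold, 2 past 3-fold, 2 past 5-fold and 5 past 10-fold at 1000 mkd; 1 past 2-fold, 1 past 3-fold, 1 past 5-fold and 3 past 10-fold at 1500 mkd, and 9 of these 12 shares were under 5 of 100. The count of 0 past 10-fold at 750 mkd is met by every split. For the 10 correlations of log2 fold changes between data sets, 2 of 100 splits were as large for experiment A with males day 8 and for males day 29 with females day 29, and 1 for the other pairs.

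The gene lists, tested with a preset correlation, gave many splits as extreme as the real one. In experiment A, males day 8, males day 29, females day 8 and females day 29, the number of 100 splits was for cell cycle 4, 8, 56, 2 and 4, for amino acid 20, 18, 80, 3 and 16, for lipid synthesis 26, 11, 24, 31 and 24, for PPARα 23, 22, 99, 65 and 51, for p53 4, 8, 20, 3 and 51, for NRF2 50, 79, 34, 73 and 39, for interferon 15, 50, 86, 18 and 36. Of these 35 shares, 6 were under 5 of 100, of which 3 are those of the cell cycle list in experiment A and in females on both days. A list can thus pass its adjusted p while other groupings of the same rats give as much.

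With all rats and no replicate block, no gene passed the FDR for a difference of the response between groups, while 465, 1327, 419, 562 and 2486 genes had an unadjusted p under 0.05 between the sexes on day 8, the sexes on day 29, the days in males, the days in females and the experiments in males day 8. As many or more came in 48, 12, 61, 39 and 4 of 100 splits. Between the experiments in males day 8, the replicate block gave 500 genes, and the fit without replicate 2 of every group 249 and that without replicate 1 1. The sexes on day 29 gave 2 genes without replicate 3 and 1 without replicate 5.

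Marker lists of cell types and of the clock were tested at the highest dose. The values are the median log2 fold change, with the genes that were higher of those that the liver expresses, and the adjusted p. In experiment A, macrophage 0.86 (12 of 12, 0.000771), T and NK cell 1.43 (10 of 10, 0.000771), B cell -0.15 (1 of 3, 0.909), neutrophil -1.76 (0 of 2, 0.157), erythroid -1.79 (1 of 6, 0.0280), cholangiocyte 0.29 (4 of 5, 0.646), stellate 0.32 (5 of 8, 0.386), endothelial 0.63 (7 of 7, 0.0636), hepatocyte -0.84 (1 of 10, 0.000838), circadian 0.11 (7 of 12, 0.903). In males day 8, macrophage 0.20 (10 of 12, 0.279), T and NK cell -0.22 (1 of 8, 0.287), B cell -0.45 (0 of 3, 0.287), neutrophil -1.05 (0 of 2, 0.0902), erythroid 0.46 (6 of 6, 0.0677), cholangiocyte 0.30 (4 of 5, 0.464), stellate 0.23 (8 of 8, 0.0669), endothelial -0.26 (2 of 7, 0.394), hepatocyte -0.14 (1 of 10, 0.0669), circadian 0.00 (6 of 12, 0.882). In males day 29, macrophage 0.43 (12 of 12, 0.0861), T and NK cell 0.16 (6 of 7, 0.594), B cell 0.05 (1 of 2, 0.988), neutrophil 0.00 (1 of 2, 0.922), erythroid 0.11 (4 of 6, 0.969), cholangiocyte 0.99 (5 of 5, 0.0175), stellate 0.56 (8 of 8, 0.0445), endothelial 0.23 (7 of 7, 0.321), hepatocyte -0.19 (1 of 10, 0.114), circadian -0.28 (5 of 12, 0.644). In females day 8, macrophage 0.21 (9 of 12, 0.163), T and NK cell 0.33 (8 of 9, 0.0669), B cell -0.53 (0 of 3, 0.330), neutrophil -0.20 (0 of 2, 0.695), erythroid 0.03 (3 of 5, 0.903), cholangiocyte 0.47 (4 of 5, 0.0779), stellate 0.07 (5 of 8, 0.613), endothelial 0.14 (6 of 7, 0.321), hepatocyte -0.20 (2 of 10, 0.0423), circadian -0.12 (5 of 12, 0.613). In females day 29, macrophage 0.63 (12 of 12, 0.00368), T and NK cell 0.99 (9 of 9, 0.0160), B cell 1.00 (2 of 2, 0.384), neutrophil -0.37 (0 of 2, 0.664), erythroid -1.16 (1 of 6, 0.0698), cholangiocyte 0.65 (5 of 5, 0.0475), stellate 0.56 (7 of 8, 0.0445), endothelial 0.46 (7 of 7, 0.0475), hepatocyte -0.47 (1 of 10, 0.0108), circadian -0.17 (6 of 12, 0.613).

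Clock genes differed widely between rats of a group. The first component of the 12 clock genes held 72.5, 74.3, 70.4, 68.7 and 65.1% of their variance in experiment A, males day 8, males day 29, females day 8 and females day 29. Of the variance of this score, 6.28, 1.62, 6.54, 12.1 and 3.72% lay between dose groups, and at most 15.2, 6.4, 13.4, 19.2 and 10.9% with any 1 rat left out. This argues against a difference of phase between dose groups as the main source of the spread. A smaller difference stays open (permutation p of 0.840, 0.995, 0.880, 0.653 and 0.965). With the score as a covariate, 77, 744, 121 and 1572 genes were called at 1500 mkd in the data sets of experiment B against 20, 554, 81 and 1498 without it. Random lists of genes of similar expression gave medians of 15, 26, 322.5, 31.5 and 1388 genes over all 5 data sets, and as many as the clock list in 5, 24, 3, 8 and 32 lists, the clock list included. At the median, random lists gave fewer genes than no score in experiment A (2424 genes without a score), males day 29 and both sets of females, and more in males day 8. The scores of random lists were not checked for differences between dose groups and may take up part of the dose effect. The count of lists thus cannot show whether another score unrelated to dose would give the same gain. The time of day of sampling was not tested.

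Genes expressed more in the rats' own sex fell at the highest dose. Their median log2 fold change was -0.61, -0.44, -0.24, -0.51 and -0.44 over 106, 106, 110, 91 and 79 genes in experiment A, males day 8, males day 29, females day 8 and females day 29, with 6, 4, 20, 8 and 6 of 100 splits as large. For genes of the other sex it was 0.147, 0.0849, 0.440, 0.239 and 0.335 over 49, 50, 40, 47 and 53 genes, with 42, 42, 25, 15 and 8 of 100 splits as large. Of the 10 shares, 1 was under 5 of 100. With 1 rat left out, the values of the other sex ranged over -0.0134 to 0.543, -0.0101 to 0.206, 0.00677 to 0.57, 0.174 to 0.35 and 0.258 to 0.491, so the sign changed in experiment A and males day 8. A lower share of hepatocytes would lower the own-sex genes by as much as the other genes of the hepatocyte list. In the data sets of experiment B, the median of the own-sex genes minus that of the list was -0.307, -0.117, -0.315 and 0.013 (ranges with 1 rat left out -0.343 to -0.221, -0.186 to -0.0198, -0.513 to -0.224 and -0.151 to 0.064). As large a difference came in 19, 40, 19 and 90 of 100 splits, so the fall by more than the list in 3 of the 4 data sets is not beyond that of other groupings. In experiment A the own-sex genes fell by less than the list, with a difference of 0.214 (0.133 to 0.29) and 12 of 100 splits as large. A lower share of hepatocytes alone would also raise the markers of all other cell types. In experiment A the macrophage and T and NK cell lists rose (0.86 and 1.43, adjusted p of 0.000771 for both, camera). The erythroid list fell (-1.79, adjusted p of 0.0280), which goes against it, but rests on 6 genes and the preset correlation. The marker lists were not tried with fry, the estimated correlation or other splits, so the question stays open there. A change of several cell types at once stays open. In the data sets of experiment B no list other than that of hepatocytes fell past an adjusted p of 0.05 (erythroid -1.16 with 0.0698 in females day 29), and there the shift and a lower share of hepatocytes cannot be told apart. No hormone or feeding data were used.

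At 1000 mkd on day 8, 2424 genes were called in males of experiment A and 0 in males of experiment B, where 531 had an unadjusted p under 0.05. Deeper libraries in experiment A are argued against, since thinning them to the median total of experiment B left 2383 genes, 2350 of them called before. One rat alone is argued against, since leaving out 1 rat left at least 1655 (without treated replicate 2). A lower share of hepatocytes alone would raise all other markers, while the erythroid list had -1.79. That value was tested with the preset correlation only, so this explanation stays open. The biological coefficient of variation was 0.262 in experiment A and 0.237 in experiment B. Rats of another stock or another time of the experiment go with the experiment and cannot be told apart from it, with 2486 genes at an unadjusted p under 0.05 for the difference between the experiments. No gene passed the FDR for that difference, but 500 did with the replicate block and 249 without replicate 2 of every group.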
